# An epigenetic switch in vascular phenotype augments anti-tumor immunity

**DOI:** 10.1007/s10456-026-10042-y

**Published:** 2026-05-19

**Authors:** Dae Joong Kim, Mitchell McGinty, Swetha Anandh, Caroline Riedstra, Yuvraj Sethi, Melanie R. Rutkowski, Andrew C. Dudley

**Keywords:** Tumor endothelial cells, DNA methyltransferase, Tumor immune microenvironment, Angiogenesis, Immunotherapy, Melanoma

## Abstract

The abnormal tumor vasculature can present a barrier to the infiltration of anti-tumor immune cells, which impairs immune surveillance and response to immunotherapy. Here, we show that genetically deleting the epigenetic factor DNA methyltransferase 1 (*Dnmt1*) in endothelial cells (ECs) reduces angiogenesis while imparting profound changes to the tumor immune microenvironment (TIME), including increased proportions of CD4^+^ memory T cells and NK cells. Depleting CD4^+^ T cells, or blocking lymphocyte egress from the lymph nodes, rescues tumor growth in mice with conditional deletion of *Dnmt1* in ECs (*Dnmt1*^iECKO^) and dramatically shortens overall survival, whereas NK cells are dispensable. Tumors implanted in *Dnmt1*^iECKO^ mice show reduced vascular branching, elevated expression of VCAM1, increased vessel-associated T cells, and a shift in vascular specification, including increased proportions of immune-permissive post-capillary venules (PCVs) and interferon-stimulated ECs (IFN-ECs). Deleting *Dnmt1* in EC cultures strikingly potentiates responses to combinations of IFNγ and TNFα and, notably, up-regulates important T-cell co-stimulatory molecules for memory CD4^+^ T cells, including *Icosl*, *Cd40*, and *Tnfsf4*. Finally, immune checkpoint blockade (ICB) administered to *Dnmt1*^iECKO^ mice with experimental melanoma lung metastasis reduces tumor burden, with some mice showing tumor eradication. Our findings identify endothelial *Dnmt1* as a key regulator of vascular-mediated anti-tumor immunity, providing a rationale for integrating epigenetic modulation of the vasculature with cancer immunotherapy regimens.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10456-026-10042-y.

## Introduction

Tumor-associated blood vessels are a point of entry for anti-tumor immune cells into the tumor immune microenvironment (TIME) [1]. However, abnormalities in the vasculature, including disruptions in blood flow, aberrant or reduced expression of cell adhesion molecules (CAMs) that are critical for T-cell entry, or elevated expression of PD-L1 act to dampen a robust anti-tumor immune response [2–4]. In these tumors, the absence of effector T cells or T-cell exhaustion, coupled with insufficient antigen presentation, allows cancer cells to escape elimination [5]. Recently, immune checkpoint blockade (ICB) has emerged as a promising treatment option to reinvigorate anti-tumor immunity, resulting in improved survival for many patients; this is especially true in advanced-stage melanomas with high tumor mutational burden (TMB) and in certain hypermutant colorectal cancers with defective mismatch repair [6, 7]. However, not all of these patients respond to ICB, and resistance mechanisms can develop, indicating there is potential to improve the efficacy of ICB by either customizing dose regimens or by adding a secondary drug. For example, drugs that target the epigenome are frequently combined with ICB and have proven safe and effective in pre-clinical models and clinical trials [8, 9]. In this context, epigenetic regulation refers to heritable but reversible control of gene expression that occurs without changes to the DNA sequence, primarily through DNA methylation and histone modifications that alter chromatin accessibility.

Similarly, combinations of ICB with anti-angiogenic (AA) therapies are beneficial in mice and humans, which has motivated several new clinical trials across a spectrum of cancer types [10–13]. Multiple mechanisms could account for the beneficial effect of combining AA therapy with ICB. For example, it is suggested that judicious doses of AA therapies normalize the tumor vasculature and derepress the expression of CAMs and chemokines that are essential for T-cell entry [14, 15]. It is also possible that AA therapies reprogram tumor blood vessels by down-regulating the expression of endothelial cell EC-derived chemokines or other factors that recruit immunosuppressive myeloid cells or regulatory T cells [16]; thus, AA therapies have the potential to promote large-scale changes in the TIME by changing the function or phenotype of the tumor vasculature. A good example is the therapeutic induction of high endothelial venules (HEVs), which are specialized for lymphocyte trafficking [17]. As a corollary, combining anti-VEGF therapy with lymphotoxin beta receptor (LTβR) agonists, or ICB, promotes the de novo formation of HEVs or HEV-like vessels in preclinical models, suggesting that vascular specification in tumors can be strategically tailored to promote T-lymphocyte entry [18–21]. These types of strategies could be especially beneficial for CAR-T therapies, which often fail due to the poor homing to or extravasation of engineered T cells from the vasculature [22].

Other avenues for targeting tumor blood vessels to augment anti-tumor immunity, or boost ICB efficacy, include the activation of inflammatory pathways (e.g. cGAS/Sting agonism), irradiation/chemotherapy to reverse tumor EC anergy, metabolic rewiring of tumor EC functions, and epigenetic or transcription-factor driven reprogramming of tumor ECs [reviewed in [3]]. A commonality in many of these approaches is the upregulation of CAMs (e.g. VCAM1 or ICAM1) and Th1 chemokines (e.g. CXCL9/10) that are displayed on the surface of the vasculature. Th1 chemokines are essential for the recruitment of CXCR3^+^ cytolytic T cells and NK cells, whereas VCAM1 and ICAM1 mediate T-cell adhesion and diapedesis. However, not all blood vessels are functionally equivalent in their expression/display of CAMs or chemokines. Instead, these factors predominate in HEVs, post-capillary venules (PCVs)/veins, and in the less well-characterized “IFN ECs” that are enriched in the expression of IFN signature genes, including *Cxcl9/10*, and appear in sites of local inflammation [23]. Thus, therapeutically controlling or shaping the plasticity of the tumor vasculature offers an intriguing solution to boost anti-tumor immunity and augment ICB efficacy. Understanding the genetic or epigenetic mechanisms that mediate this plasticity will inform new strategies for altering blood vessel specialization in ways that drive anti-tumor immune cells into the TIME [24].

Our previous work showed that targeting DNA methyltransferase 1 (*Dnmt1*) in blood vessels inhibits mammary tumor growth via a mechanism requiring the recruitment of CD8^+^ T cells [25]. In the present work, we used a conditional deletion approach in ECs to investigate how targeting *Dnmt1* impacts angiogenesis, tumor progression, and modulation of anti-tumor immunity. Knocking out *Dnmt1* in ECs using *in vitro* and *in vivo* (*Dnmt1*^iECKO^) models potentiates striking activation of IFNγ/TNFα-driven pathways, boosts recruitment of memory CD4^+^ T cells that are required for tumor suppression, and augments ICB in a model of experimental lung metastases. These results were especially profound using melanoma cells with high tumor mutational burden, suggesting a link between tumor cell mutational heterogeneity and the epigenetic mechanisms that generate immune-permissive tumor vasculature.

## Results

### ***Dnmt1***^iECKO^ impairs tumor growth and angiogenesis in non-immunogenic tumors, whereas highly immunogenic tumors regress

In this study, we used a conditional, inducible endothelial-specific knockout model to define the EC intrinsic function of DNMT1 during tumor growth and immune surveillance. In *Dnmt1*^iECKO^ mice (*Cdh5*^CreERT2^;*Dnmt1*^fl/fl^;*ZsGreen*^l/s/l^), tamoxifen activates *Cdh5*^CreERT2^ to delete *Dnmt1* selectively in *Cdh5*⁺ ECs prior to tumor challenge [26]. As we previously reported in this model, breast tumors develop a more “normalized” vascular architecture characterized by a modest reduction in microvessel density but narrower vessels with fewer and shorter lateral branches, reduced EC-to-pericyte distance, and reduced vascular leakiness. Mechanistically, endothelial *Dnmt1* loss reprograms tumor blood vessels toward an immune-permissive state by increasing cytokine-inducible adhesion molecules and Th1 chemokines (e.g., VCAM1/E-selectin and CXCL9/10), which promotes CD8⁺ T-cell trafficking/extravasation to enhance responsiveness to ICB [26]. In the present study, we implanted two isogenic melanoma cell lines, YUMM1.7 (low immunogenicity) and YUMMER1.7 (high immunogenicity), into control or *Dnmt1*^iECKO^ mice [27]. We observed distinct growth patterns depending on tumor immunogenicity. YUMM1.7 tumors displayed rapid growth in control mice (*Cdh5*^Cre^:*ZSGreen*^l/s/l^) but grew more slowly in *Dnmt1*^iECKO^ mice (Fig. 1a, b). In contrast, ~ 60% of YUMMER1.7 tumors regressed in *Dnmt1*^iECKO^ mice with occasional mice showing no detectable tumor burden at the time of euthanasia (Fig. 1c, d). Given this regression phenotype, we next asked whether angiogenesis was selectively impaired in YUMMER1.7 tumors. We quantified tumor-associated angiogenesis using whole-tumor vascular imaging followed by binary and skeletonized analyses to extract network-level parameters (number of vessel branches, branch length, and number of vessel junctions) (Fig. 1e–g, Supplementary Fig. 1). Although whole-tumor vascular maps suggested reduced vessel coverage in *Dnmt1*^iECKO^ tumors (Supplementary Fig. 1), the skeleton-based morphometric parameters did not show statistically significant differences between control and *Dnmt1*^iECKO^ mice between tumor models (Fig. 1e–g). Collectively, these data indicate that altered angiogenesis alone is unlikely to explain the selective regression of YUMMER1.7 tumors in *Dnmt1*^iECKO^ mice, suggesting that additional mechanisms contribute to this phenotype.

**Fig. 1:**
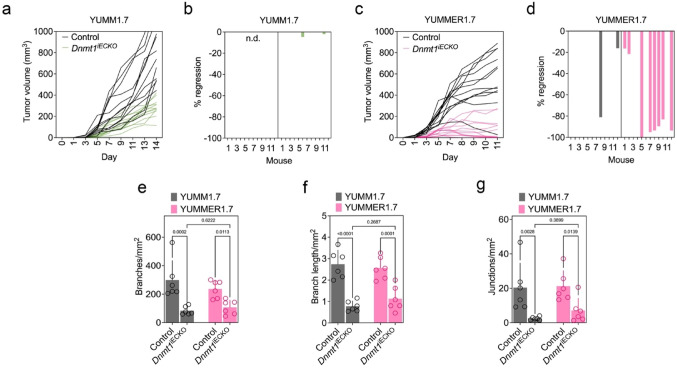
*Dnmt1*^iECKO^ impairs tumor growth and angiogenesis in non-immunogenic tumors, whereas highly immunogenic tumors regress. **a**–**d** Growth of YUMM1.7 and YUMMER1.7 tumors subcutaneously inoculated in control versus *Dnmt1*^iECKO^ mice. Tumor volumes were measured with calipers every other day. Data analysis was performed using a two-way ANOVA (*n* = 12 mice per group). **e**–**g** The total number of vessel branches, branch lengths, and branch junctions per tumor was quantified using ImageJ. Statistical analysis was conducted using a two-way ANOVA (*n* = 6 tumors per group)

### ***Dnmt1***^iECKO^ reshapes the tumor immune microenvironment, increases memory CD4^+^/CD8^+^ T cells, vessel-associated T cells, and VCAM1^+^ vasculature

To investigate the impact of *Dnmt1*^iECKO^ on the TIME, we compared and contrasted selected immune cell populations using FACS in collagenase-dispersed YUMM1.7 and YUMMER1.7 tumors [26]. No differences were observed in the fractions of myeloid-lineage cells or regulatory T cells between the two tumor types except for YUMM1.7; namely, in the YUMM1.7 model, a significant reduction in intratumoral FOXP3^+^ naïve-like CD4^+^ T-regs was found (Supplemental Fig. 2a–c). In contrast, NK cells, while not different in control versus *Dnmt1*^iECKO^ mice in YUMM1.7 tumors, were increased by ~ twofold in YUMMER1.7 tumors in *Dnmt1*^iECKO^ mice (Supplemental Fig. 2d). To our surprise, depleting NK cells, while slightly increasing tumor growth in YUMMER1.7 tumors, did not rescue the growth of YUMMER1.7 tumors in *Dnmt1*^iECKO^ mice (Supplemental Fig. 2e, f). These findings suggest that different immune cells, such as CD4⁺ or CD8⁺ T cells, may be responsible for tumor regression in YUMMER1.7 tumors in *Dnmt1*^iECKO^ mice.

**Fig. 2:**
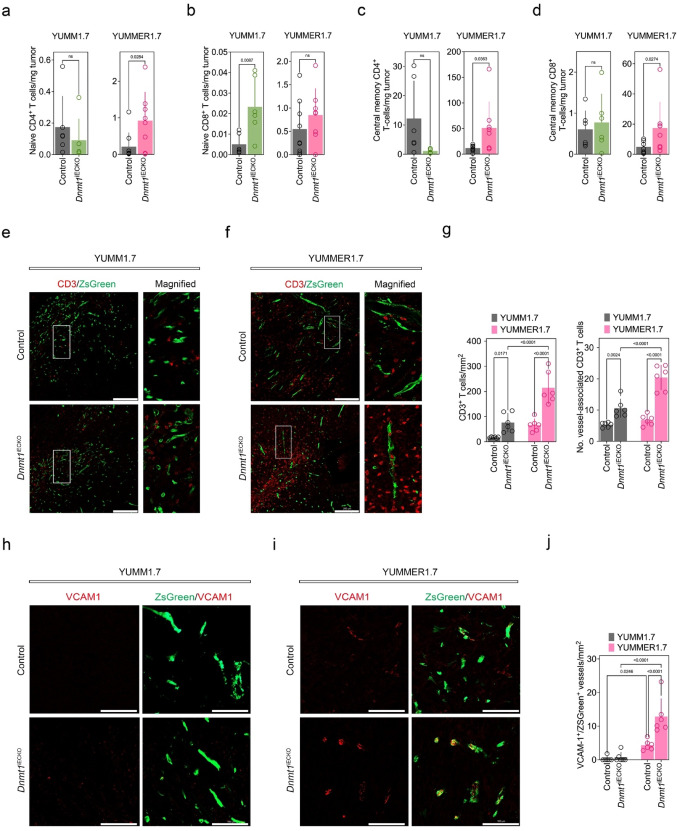
*Dnmt1*^iECKO^ reshapes the tumor immune microenvironment, increases memory CD4^+^/CD8^+^ T cells, vessel-associated T cells, and VCAM1^+^ vasculature. **a**–**d** Flow cytometric quantification of CD4 and CD8 T-cell subsets in YUMM1.7 versus YUMMER1.7 tumors from control versus *Dnmt1*^iECKO^ mice. Panels depict the numbers of naïve CD4^+^ T cells, naïve CD8^+^ T cells, central memory CD4^+^ T cells, and central memory CD8^+^ T cells. Statistical analyses were performed by the Mann–Whitney test. **e**–**f** Representative histology for control and *Dnmt1*^iECKO^ tumors stained with anti-CD3 antibody. Insets indicate CD3^+^ T cells near ZSGreen^+^ blood vessels. Scale bar, 200 μm. **g** Quantitative analysis of total CD3^+^ T cells and CD3^+^ T cells associated with blood vessels. **h**–**i** Immunostaining for VCAM1 (red), alongside ZSGreen-labeled blood vessels (green). Scale bar, 100 μm. **j** Quantification confirms increased VCAM1-expressing vasculature in YUMMER1.7 tumors in *Dnmt1*^iECKO^ mice compared to controls. For all quantitative analyses in this series, each data point is an individual mouse

In contrast to myeloid-lineage cells or regulatory T cells, significant alterations in T-cell subset populations were observed between control and *Dnmt1*^iECKO^ tumors. Notable increases in the frequency of naive CD4^+^ T cells and central memory CD4^+^ and CD8^+^ T cells were found in YUMMER1.7 tumors in *Dnmt1*^iECKO^ mice when compared to control tumors (Fig. 2a–d). We next performed immunofluorescence staining in these tumors to determine the spatial organization of infiltrated T cells. These data revealed increased CD3^+^ T-cell infiltration in both tumor types implanted in *Dnmt1*^iECKO^ mice, but a more pronounced 2–4 fold increase in total CD3^+^ T cells and a doubling of vessel-associated T cells observed in YUMMER1.7 tumors in *Dnmt1*^iECKO^ mice (Fig. 2e–g). Since VCAM1 is a well-known adhesion molecule that binds to α4β1 on T cells, we stained these tumors with anti-VCAM1 antibodies. These data showed significantly increased (2-4 fold) VCAM1^+^ vessel densities, especially in YUMMER1.7 tumors (Fig. 2h–j). These findings demonstrate that *Dnmt1*^iECKO^ changes the composition of the TIME, including increased infiltration of memory T cells and an activated tumor vasculature characterized by upregulated VCAM1. Collectively, these changes could account for the regression of YUMMER1.7 tumors in *Dnmt1*^iECKO^ mice.

### Tumors in ***Dnmt1***^iECKO^ mice show increased granzyme B^+^ cells, cleaved caspase-3, and augmented anti-tumor immunity

To investigate the mechanism whereby highly immunogenic tumors regress in *Dnmt1*^iECKO^ mice, we carried out immunostaining for granzyme B (Grz B) which is a marker for cytotoxic T cells. These data showed a significantly enhanced infiltration of Grz B^+^ immune cells within *Dnmt1*^iECKO^ tumors, particularly in YUMMER1.7 tumors, relative to respective controls (Fig. 3a and Supplemental Fig. 3). Notably, Grz B^+^ lymphocytes were larger and appeared elongated in YUMMER1.7 tumors, suggesting they might be more motile or activated in the context of *Dnmt1* deletion in the vasculature (Fig. 3b, c) [28]. The pattern of Grz B positivity associated with higher numbers of cleaved caspase 3^+^ (CC3) cells in the TIME (Fig. 3d and Supplemental Fig. 3). These findings indicate that *Dnmt1*^iECKO^ enhances the recruitment and activation of cytotoxic lymphocytes and promotes robust apoptosis in highly immunogenic melanoma.

**Fig. 3:**
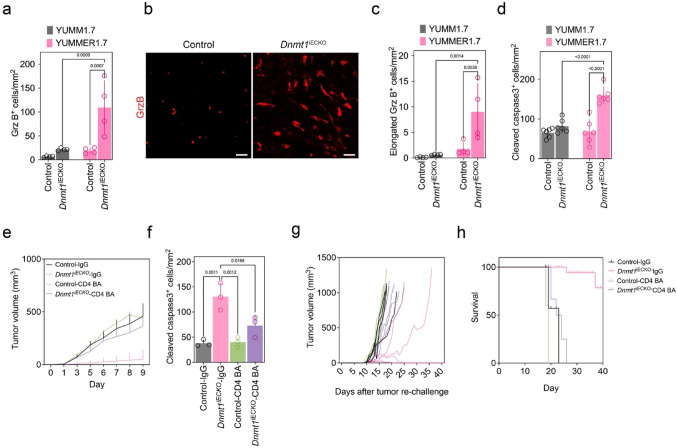
Tumors in *Dnmt1*^iECKO^ mice show increased granzyme B^+^ cells, cleaved caspase-3, and augmented anti-tumor immunity. **a** Quantification of total Grz B^+^ lymphocytes in control versus *Dnmt1*^iECKO^ mice. **b** Representative immunohistochemical staining of granzyme B (Grz B; red) in YUMMER1.7 tumors in control versus *Dnmt1*^iECKO^ mice showing the elongated phenotype. **c** Quantification reveals significant increases in elongated Grz B^+^ cells in YUMMER1.7 tumors in *Dnmt1*^iECKO^ mice compared to controls. Scale bar, 100 μm. Data from n = 4 mice were analyzed using a two-way ANOVA. **d** Quantification of CC3^+^ cells in tumors inoculated in control versus *Dnmt1*^iECKO^ mice. **e** Growth curves for YUMMER1.7 tumors in control versus *Dnmt1*^iECKO^ mice following CD4 T-cell depletion *(n* = 5 mice per group). **f** Quantification of CC3^+^ cells in CD4^+^ T-cell-depleted mice. **g** Growth curves for YUMMER1.7 tumors in control versus *Dnmt1*^iECKO^ mice after tumor re-challenge and CD4 T-cell depletion. The legend in “**g**” is the same as in “**e**”. **h** Kaplan–Meier survival plots for YUMMER1.7 tumors in control versus *Dnmt1*^iECKO^ mice after tumor re-challenge and CD4 T-cell depletion. For all quantitative analyses in this series, each data point is an individual mouse

Our previous work showed an important role for CD8^+^ T cells for mammary tumor suppression in *Dnmt1*^iECKO^ mice. In the present study, we found an unexpected but robust increase in naive CD4^+^ and central memory CD4^+^ T cells in YUMMER1.7 tumors in *Dnmt1*^iECKO^ mice. To investigate the role of CD4^+^ T cells in mediating the anti-tumor immune response observed in *Dnmt1*^iECKO^ melanoma models, we used a CD4 T-cell blocking antibody (CD4 BA) to deplete CD4^+^ T cells in control or *Dnmt1*^iECKO^ mice. In contrast to NK cell depletion, depleting CD4^+^ T cells enhanced tumor growth and survival in *Dnmt1*^iECKO^ mice, as did blocking the egress of lymphocytes from the lymph node using FTY-720 (an antagonist of sphingosine-1-phosphate receptor 1 that traps lymphocytes in secondary lymphoid organs, preventing them from entering the circulation) (Fig. 3e and Supplemental Fig. 3). To analyze effector function after CD4 T-cell depletion, we again examined tumors for CC3 positivity. Depleting CD4^+^ T cells reduced CC3^+^ cells in *Dnmt1*^iECKO^ mice in contrast to IgG controls (Fig. 3f). Since CD4^+^ memory T cells were elevated in *Dnmt1*^iECKO^ mice, we carried out additional depletions of CD4^+^ T cells followed by tumor resection/rechallenge studies in control versus *Dnmt1*^iECKO^ mice. To establish T-cell memory, control and *Dnmt1*^iECKO^ mice were initially challenged with 1 × 10^5^ YUMMER1.7 cells. Tumors were then surgically resected three days after injection. After tumor removal, mice underwent a secondary challenge with 1 × 10^7^ cells, following CD4^+^ T-cell depletion. In control mice, tumor growth after rechallenge was comparable between IgG-treated control and CD4^+^ T-cell BA-treated *Dnmt1*^iECKO^ mice (Fig. 3g). However, tumor growth was enhanced following CD4^+^ T-cell depletion in *Dnmt1*^iECKO^ mice, whereas 3/5 IgG-treated *Dnmt1*^iECKO^ mice demonstrated tumor rejection and 2/5 showed delayed tumor growth after rechallenge (Fig. 3g). Consequently, *Dnmt1*^iECKO^ mice exhibited prolonged survival following tumor rechallenge compared to controls (Fig. 3h). Taken together, these data suggest that CD4^+^ T cells are critical for driving an anti-tumor immune response of immunogenic tumors in *Dnmt1*^iECKO^ mice, but not all mice necessarily form functional memory T cells evidenced by a lack of complete tumor rejection upon tumor rechallenge.

### Immune checkpoint blockade inhibits experimental lung metastases in *Dnmt1*^iECKO^ mice, as deleting *Dnmt1* in ECs provokes robust potentiation of cytokine stimulation and up-regulation of vascular co-stimulatory molecules

Cancer immunotherapies are typically used in patients with metastatic disease. Thus, we tested combinations of anti-PDL1 and anti-CTLA4 in a model of experimental metastases to lung using control versus *Dnmt1*^iECKO^ mice. After validating the efficiency of tamoxifen-induced, EC-specific deletion of *Dnmt1* in lungs, we injected mice with luciferase-tagged YUMMER1.7 cells via the tail vein (Fig. 4a). After 10 days, mice were treated i.p. with the drug combinations. After 21 days, bioluminescence imaging was performed. The results show that *Dnmt1* deletion in the vasculature was sufficient to suppress tumor burden in the lung, with 5/10 mice showing minimal to no tumor burden (Fig. 4b, c). Combinations of anti-PDL1 and anti-CTLA4 were also potent at suppressing lung metastases, with 7/10 mice showing tumor burden but at a significantly reduced size compared to controls. In *Dnmt1*^iECKO^ mice treated with the drug combination, only 2/10 mice showed evidence of tumor burden, whereas 8/10 mice were tumor-free. In *Dnmt1*^iECKO^ mice that formed tumors, we found that combinations of ICB resulted in significantly greater numbers of CD3^+^ T cells compared to *Dnmt1*^iECKO^ alone (Fig. 4d). These data suggest that combinations of ICB, in the context of *Dnmt1* deletion in endothelium, results in increased numbers of CD3^+^ T cells in the lung TME and improved tumor control.

**Fig. 4:**
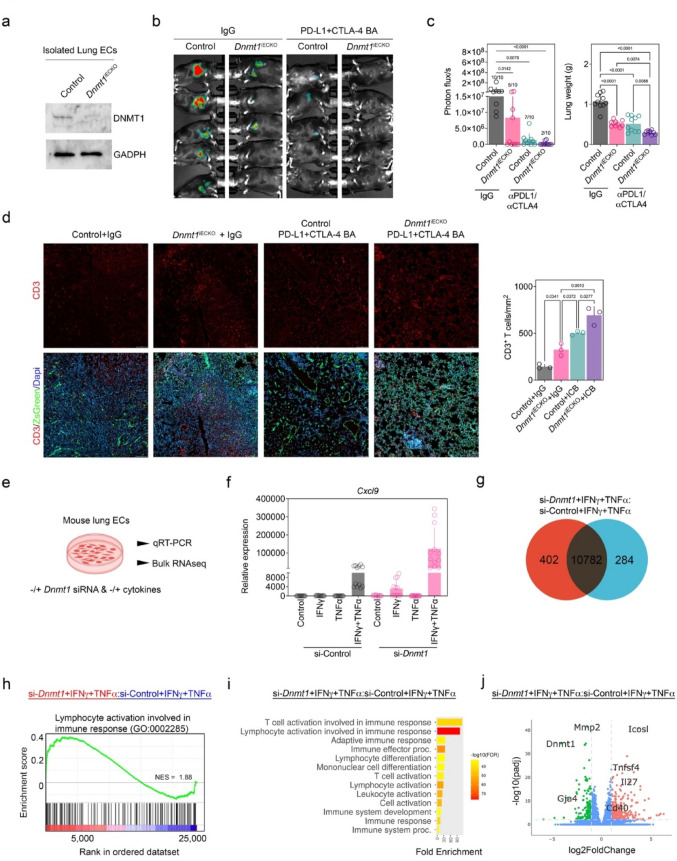
Immune checkpoint blockade inhibits experimental lung metastases in *Dnmt1*^iECKO^ mice, as deleting *Dnmt1* in ECs provokes robust potentiation of cytokine stimulation and up-regulation of vascular co-stimulatory molecules. **a** Western blot for DNMT1 protein levels in CD31^+^/CD45^−^/ZsGreen^+^ ECs sorted by FACS. **b** Representative bioluminescence images of luciferase-tagged YUMMER1.7 tumors in the indicated mice. **c** Photon influx was measured by Lago X imaging and lung weights were determined at the end of the study. Data were analyzed using a Kruskal–Wallis test (photon flux) or ANOVA (lung weights) and includes the full n = 10 cohort of mice. Treatments included IgG, anti-PD-L1, anti-CTLA4, or a combination of anti-PD-L1/CTLA4 blockade in control versus *Dnmt1*^iECKO^ mice. **d** Immunofluorescence analysis of metastatic lung tissues, stained for CD3 antibody (red) and quantified. Blood vessels are ZSGreen^+^. Scale bar, 100 μm. For all quantitative analyses in this series, each data point is an individual mouse. **e** Schematic for bulk RNAseq in mouse lung ECs treated with Dnmt1 siRNA -/ + cytokines. RNAseq samples were run in quadruplicate. **f** qRT-PCR analysis for the candidate gene *Cxcl9* in these EC cultures under the indicated treatment. Each data point is an individual sample. **g** Venn diagram representing unique genes in the indicated samples. **h** GSEA showing enrichment of genes for lymphocyte activation in the immune response (GO:0002285) in the indicated samples. **i** Core enrichment genes from the GSEA were further analyzed using ShinyGO 0.8, and the enriched pathways were plotted. **j** Volcano plot depicting significantly up- (orange) and down-regulated genes (green) in the indicated samples. Several genes important for T-cell co-stimulation were enriched in ECs treated with *Dnmt1*-siRNA + IFNγ/TNFα and are indicated on the plot

Our previous work showed that deleting *Dnmt1* in ECs primes the vasculature for stimulation by IFNγ or TNFα, resulting in upregulation of selected CAMs and Th1 chemokines [26]. These data are consistent with activation of type I IFN responses following *Dnmt1* inhibition in other contexts [29, 30]. To determine in an unbiased way how deletion of *Dnmt1* in ECs impacts responses to these cytokines, we silenced *Dnmt1* in mouse lung ECs, followed by stimulation with IFNγ, TNFα, or the combination (Fig. 4e). Before bulk RNAseq, we validated the expression of the known IFN-inducible gene, *Cxcl9*, by qRT-PCR. These data showed the expected potentiation in *Cxcl9* expression following si-*Dnmt1* and IFNγ stimulation and a robust augmentation in *Cxcl9* expression following treatment with both cytokines simultaneously, even in control samples (Fig. 4f). These data are consistent with a strong synergy between these cytokines in the stimulation of IFNγ and TNFα response patterns in ECs.

Since both IFNγ and TNFα are present in the microenvironment of most tumors, we next sought to determine how silencing *Dnmt1* in ECs might globally alter gene expression when both cytokines are operative. Using bulk RNAseq in these EC cultures, we found a total of 402 up-regulated and 284 down-regulated genes when *Dnmt1* was silenced alongside IFNγ/TNFα treatment in comparison to IFNγ/TNFα-treated ECs (Fig. 4g). Notably, Gene Set Enrichment Analysis (GSEA) showed a trending, although not statistically significant, signature corresponding to lymphocyte activation involved in immune response when comparing si-*Dnmt1* + IFNγ/TNFα versus si-Control + IFNγ/TNFα (Fig. 4h). Further exploration of the genes enriched in this pathway using GO Enrichment analysis showed multiple pathways important for anti-tumor immunity including T-cell activation, adaptive immune responses, and lymphocyte differentiation (Fig. 4i). Interestingly, silencing *Dnmt1* alongside IFNγ/TNFα treatment resulted in up-regulation of several co-stimulatory molecules in ECs; in particular, those that are important for driving T-cell memory such as *Icosl*, *Tnfsf4*, and *Cd40* (Fig. 4j). These data correspond with the increased numbers of memory T-cell subsets we observed in *Dnmt1*^iECKO^ mice *in vivo* and suggest that epigenetically altering the tumor vasculature is sufficient to change the composition of the TIME.

### Single-cell RNAseq of tumor-associated ECs in ***Dnmt1***^iECKO^ mice reveals a phenotypic shift in the vasculature, including greater numbers of post-capillary venule ECs, venous ECs, and IFN-ECs

To assess how endothelial-specific *Dnmt1* loss impacts TEC heterogeneity, we performed scRNA sequencing of CD31⁺/CD45⁻ TECs from control versus *Dnmt1*^iECKO^ lung tumors and compared the dataset with a reference lung EC atlas containing normal lung ECs (NECs) and TECs [31]. 

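The deposited data of this experiment are 1 control library and 1 *Dnmt1* iECKO library of 10x Genomics single-cell RNA-seq, each made from the sorted tumor cells of 3 pooled mice. The labels of both libraries give subcutaneous YUMMER1.7 tumors, whereas the paper gives lung tumors after injection of this mouse melanoma line into the tail vein. Clusters of the alveolar lining, led by *Sftpc* and by *Ager*, made up 1.71% and 4.37% of the control cells and 0.834% and 1.53% of the *Dnmt1* iECKO cells left after the quality filters and before any exclusion by cell type. The values deposited by the authors are UMI counts from Cell Ranger 9.0.1 on mm10, with cells already called and without normalization. The control library had 9301 cells and 123830489 UMIs, with a median of 8904 UMIs per cell. The *Dnmt1* iECKO library had 9522 cells and 141433493 UMIs, with a median of 8762. The paper gives its depth as 20000 to 25000 reads per cell, while all values here use UMIs. The methods' filters were then applied in the order of the text, and TECs were 4815 control cells with 54814540 UMIs, at a median of 9545 per cell, and 2055 *Dnmt1* iECKO cells with 25375175 UMIs, at a median of 9707.

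Clusters came from anchor integration of both libraries in Seurat 5.3.0, with 2000 variable genes, 30 components and a resolution of 0.5. *Dnmt1*, *Cxcl9*, *Vcam1*, *Cd40*, *Cd274*, *Icosl* and *Tnfsf4* were left out of the variable genes, since they are outcomes. Each cluster was named from fixed marker lists without the public lung EC atlas, so the names were rebuilt and carry the ending "-like". The expression of a gene is its UMIs summed over the TECs of a library, scaled to CPM of the UMIs of all genes there, with an exact Poisson 95% interval. Differences are given as log2 of the *Dnmt1* iECKO value over the control value. Shares of cells have exact Clopper-Pearson 95% intervals. All intervals cover counting error only. There were no replicates, since each condition had 1 library and its cells are not independent samples, so no difference has a test.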

Tumors were generated by tail vein injection of YUMMER1.7 melanoma cells. UMAP visualization after integration and clustering identified the expected EC subtypes, including capillary-1, capillary-2, proliferating ECs, arterial and venous ECs, post-capillary venule (PCV) ECs, lymphatic ECs, interferon-stimulated ECs (IFN-ECs), activated-artery ECs, and TEC-capillary populations (Fig. 5a). These populations were consistently present in both control and *Dnmt1*^iECKO^ samples, showing that EC *Dnmt1* loss does not disrupt global EC lineage identity. 

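Integration gave 17 clusters of TECs. The aerocyte-like clusters, led by genes such as *Rgs6*, *Fibin* and *Ednrb*, held 1083 control and 356 *Dnmt1* iECKO cells. The general capillary-like cluster, led by *Kit* and *Bmp6*, held 823 and 315. A cluster led by *Ubd*, *Cxcl9* and *Ido1* was named tumor capillary-like on a tie of 1 tip cell marker and 1 tumor capillary marker among its 10 leading genes, and held 189 and 112 cells. The vein-like cluster, led by *Slc6a2* and *Selp*, held 166 and 154, and the proliferating-like cluster, led by *Mki67* and *Top2a*, held 103 and 54. Artery-like cells, with *Mecom* and *Bmx* among their leading genes, numbered 57 and 56, and lymphatic-like cells, with *Ccl21a* and *Prox1*, numbered 32 and 16.

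At this resolution no cluster took the name of post-capillary venules, interferon-stimulated ECs or tip cells. For these classes, a cell was counted when it had UMIs of at least 3 of the class's markers after each cell had been thinned at random to 2000 UMIs. After thinning 4459 control and 1883 *Dnmt1* iECKO TECs remained, and 356 and 172 were shallower than 2000 UMIs. At a resolution of 3.0, chosen after seeing the data, a cluster of 66 control and 61 *Dnmt1* iECKO cells led by *Selp* and *Ackr1* took the name of post-capillary venules.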

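Every cluster of TECs held cells from both libraries. The clusters that the marker lists left unnamed were led by *Ifit1* (20.2% of control and 17.3% of *Dnmt1* iECKO TECs), *AY036118* (8.79% and 9.29%), *Inmt* (6.40% and 6.76%) and *Hmcn1* (4.28% and 4.04%), and clusters led by *Fabp4* and by *Hmga2* each held 1.06% and 0.925%. The thresholds for naming were set after the clusters had been looked at. Some clusters that passed the exclusion markers carried names of other cell types. An epithelial-like cluster led by *Ager* held 3.07% of control and 2.24% of *Dnmt1* iECKO TECs, a platelet-like cluster led by *Ppbp* held 2.53% and 3.21%, and a fibroblast-like cluster led by *Dcn* held 1.62% and 3.55%. The clusters led by *Dcn* and *Hmga2* had 85.0 and 139 CPM of *Cdh5* over both libraries, compared with 1396 in the general capillary-like cluster. They stayed in every share of TECs unless a value is given without them.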

Comparison of NECs and TECs within the reference dataset revealed distinct TEC-specific phenotypes that were largely absent in NECs (Fig. 5b). NEC-derived clusters are shown in yellow tones, while TEC-derived clusters are shown in blue tones. 

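*Dnmt1* (ENSMUSG00000004099), the gene targeted in this model, lies on the reverse strand of chromosome 9 of GRCm38 from 20907209 to 20959888. The TECs held 2689 of its UMIs in the control library and 685 in the *Dnmt1* iECKO library. This is 49.1 CPM (47.2 to 50.9) and 27.0 CPM (25.0 to 29.1), a log2 ratio of −0.86 (−0.98 to −0.74). The counts cover the whole gene, so the files do not show whether the remaining UMIs came from recombined alleles. A UMI of *Dnmt1* was found in 33.3% of control and 21.5% of *Dnmt1* iECKO TECs, and in 8.86% and 5.10% after thinning. Epithelial-like cells of the same libraries, which the deletion does not target, were deeper, with medians of 29110 and 33895 UMIs. After thinning, 3.88% of the control ones had a *Dnmt1* UMI and 0 of 65 *Dnmt1* iECKO ones did (upper bound 5.52%). Over their full depth these cells held 30.4 CPM in the control library and 15.5 in the *Dnmt1* iECKO library.

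Proliferating-like TECs had the highest level among the classes counted in both libraries, at 181 and 90.5 CPM. The ratio was −0.91 in aerocyte-like, −0.87 in general capillary-like, −1.12 in tumor capillary-like and −0.76 in vein-like TECs. In post-capillary venule-like cells, 29 and 51 UMIs gave −0.039 (−0.72 to 0.67), an interval that holds 0 and not the ratio over all TECs, so a decrease of that size was not seen in this class. The alternative that moved the result over all TECs most kept the cells with single UMIs of the excluded markers, which gave 0.31. This setting retained a cluster led by *Hmga2* with a median of 75515 UMIs per cell, and with such clusters low in *Cdh5* left out, a choice made after seeing the data, the ratio was −0.93.

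**Figure D1:**
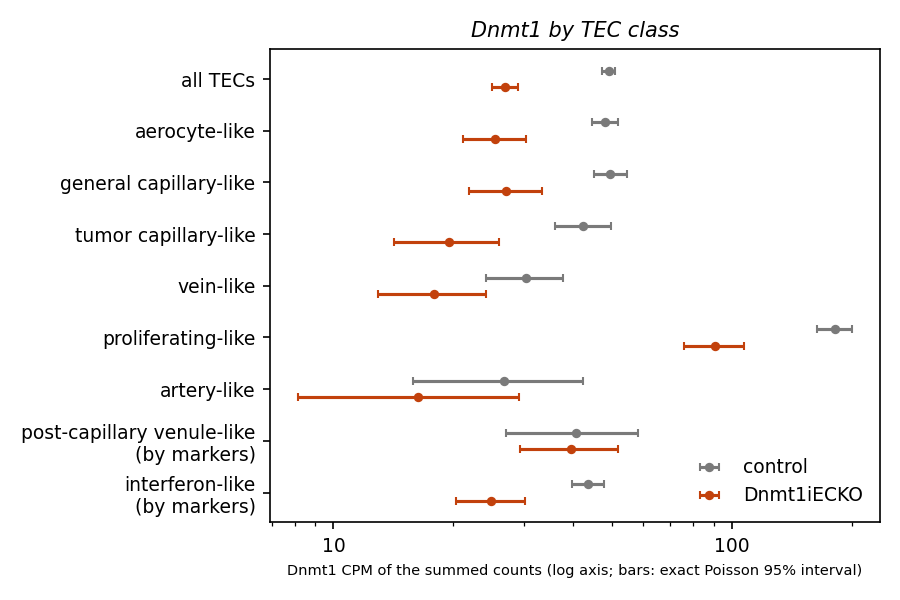
*Dnmt1* CPM (log axis) in the summed counts of each TEC class of the control and *Dnmt1* iECKO libraries, with exact Poisson 95% intervals as bars. The intervals of the libraries are apart in all TECs and in aerocyte-like, general capillary-like, tumor capillary-like, proliferating-like and interferon-like cells.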

As expected, *Dnmt1* expression was markedly decreased in *Dnmt1*^iECKO^ TECs (Fig. 5c). By contrast, key EC markers such as *Cdh5* (VE-Cadherin) and *Pecam1* remained consistent across both control and *Dnmt1*^iECKO^ TECs, indicating preserved endothelial marker expression. 

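*Cdh5* (ENSMUSG00000031871, chromosome 8 of GRCm38, 104101625 to 104144511, forward strand) had 1325 CPM (1315 to 1334) in control and 1246 CPM (1233 to 1260) in *Dnmt1* iECKO TECs, a log2 ratio of −0.088 (−0.11 to −0.069). *Pecam1* (ENSMUSG00000020717, chromosome 11, 106654217 to 106750628, reverse strand) had 1322 CPM (1313 to 1332) and 1226 CPM (1212 to 1240), a ratio of −0.11 (−0.13 to −0.090). The annotation places *Gm29682* on the strand opposite to *Cdh5*. Both genes had been used to keep cells as endothelial, so their presence is in part fixed by the filter. After thinning, a UMI of *Cdh5* was found in 88.1% of control and 84.7% of *Dnmt1* iECKO TECs, and one of *Pecam1* in 89.5% and 87.0%. Free RNA gave a *Cdh5* UMI to 6.20% and 3.08% of thinned epithelial-like cells.

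Within classes, the *Cdh5* ratio was 0.085 in aerocyte-like, 0.061 in general capillary-like and −0.16 in tumor capillary-like TECs. The named EC classes alone were also weighted by their control shares, with unnamed clusters and those of other cell types left out. Through reweighting and omission together, this changed the sign of the *Cdh5* ratio, to 0.053, and gave −0.0092 for *Pecam1*. The setting that moved both most, with cells holding single UMIs of the excluded markers kept, gave −0.38 and −0.40.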

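The largest named classes were aerocyte-like cells, at 22.5% (21.3 to 23.7) of control and 17.3% (15.7 to 19.0) of *Dnmt1* iECKO TECs, a log2 ratio of −0.38 (−0.55 to −0.20), and general capillary-like cells, at 17.1% and 15.3%, a ratio of −0.16 (−0.35 to 0.032). The cluster named tumor capillary-like, whose leading genes *Cxcl9* and *Ido1* are in the IFNγ list, so that its name is uncertain, rose from 3.93% to 5.45%, a ratio of 0.47 (0.12 to 0.82). Artery-like cells made up 1.18% (0.898 to 1.53) of control and 2.73% (2.06 to 3.52) of *Dnmt1* iECKO TECs, a ratio of 1.20 (0.64 to 1.76). For proliferating-like cells the shares were 2.14% and 2.63%, with a ratio of 0.30 (−0.21 to 0.79), and for lymphatic-like cells 0.665% and 0.779%, with a ratio of 0.23 (−0.74 to 1.14). The differences of these last classes and of general capillary-like cells were within counting error. Shares add up to the whole of each library's TECs, so a rise in one class lowers the others.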

Quantification of cluster abundance showed modest shifts in EC subtypes between the samples. 

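The vein-like cluster held 3.45% (2.95 to 4.00) of control TECs and 7.49% (6.39 to 8.72) of *Dnmt1* iECKO TECs, a log2 ratio of 1.12 (0.79 to 1.45) and a fold of 2.17 (1.73 to 2.72). With the vein-like class taken instead as cells having at least 3 of its markers, 257 of 4459 thinned control TECs (5.76%) and 199 of 1883 *Dnmt1* iECKO TECs (10.6%) belonged to it, and the ratio was 0.87 (0.60 to 1.15). The alternative farthest above the main value, without integration of the libraries, gave 1.33.

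Post-capillary venule-like cells, defined by markers, were 30 of the thinned control TECs, or 0.673% (0.454 to 0.959), and 57 of the *Dnmt1* iECKO TECs, or 3.03% (2.30 to 3.90), a log2 ratio of 2.17 (1.51 to 2.86) and a fold of 4.50 (2.84 to 7.25). Interferon-like cells were 740 control TECs, or 16.6% (15.5 to 17.7), and 270 *Dnmt1* iECKO TECs, or 14.3% (12.8 to 16.0), a ratio of −0.21 (−0.42 to −0.0079) and a fold of 0.864 (0.749 to 0.995).

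Some of the genes that define veins and venules differed between the libraries inside and outside the vein-like cluster, so these shares are not independent of the level of those genes. Inside it, the largest log2 ratios were 0.96 for *Selp*, 0.61 for *Ackr1*, 0.61 for *Sele* and 0.47 for *Slc6a2*, and in the other TECs these genes had 1.90, 4.03, 1.08 and 1.63. *Ch25h*, *Lrg1*, *Vwf*, *Nr2f2* and *Prss23* were also higher inside the cluster, with ratios of 0.45, 0.36, 0.33, 0.33 and 0.30. For 5 further markers of these classes the ratio inside the cluster was within counting error, at −0.085 to 0.042. When the vein and venule markers were left out of the variable genes, a choice made after seeing the data, the ratio of the vein-like share was 1.21 (0.87 to 1.55).

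**Figure D2:**
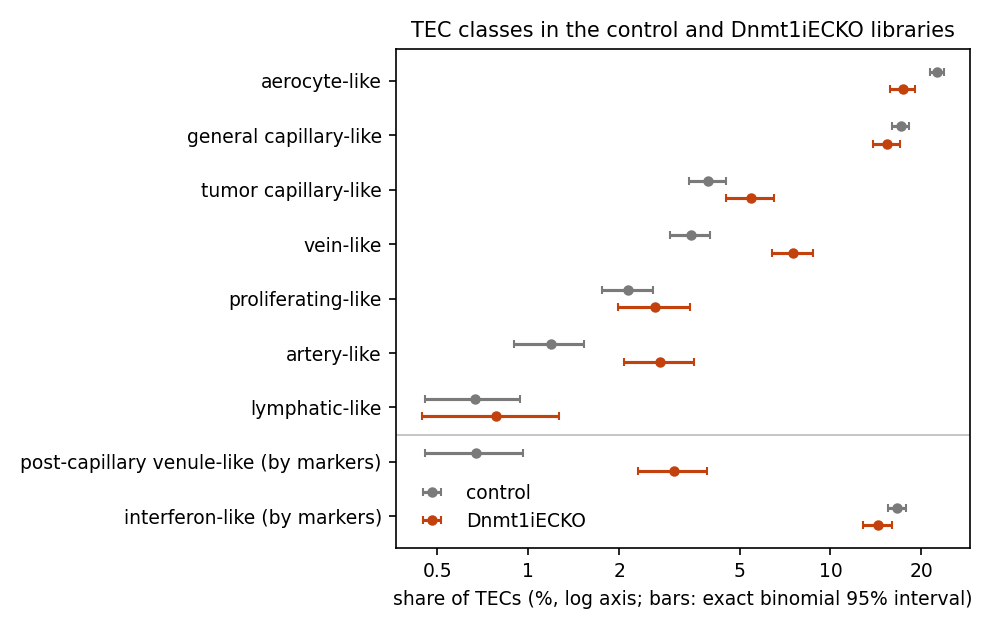
Share of TECs (%, log axis) in each class of the control and *Dnmt1* iECKO libraries, with exact binomial 95% intervals as bars, by cluster above the line and by markers in thinned cells below it. Vein-like, artery-like and post-capillary venule-like shares are higher in the *Dnmt1* iECKO library, and the aerocyte-like share is lower.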

Notably, tumors from *Dnmt1*^iECKO^ mice showed increased proportions of venous ECs (~ twofold, p adj = 1.25e^−6^), PCV ECs (~ twofold, p adj = 1.28e^−4^), and IFN-stimulated ECs (~ 1.5-fold, p adj = 7.44e^−2^) (Fig. 5d). 

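Expression of response genes over all TECs was summarised with gene lists fixed before the data were examined, which are not the Hallmark sets. Among the 41 genes of the IFNγ list with at least 100 UMIs, 28 were higher in the *Dnmt1* iECKO library, and the median log2 ratio was 0.10 (0.065 to 0.11). No median among 10000 random lists matched on expression was higher (percentile 100). The median was 0.088 with class II genes left out. The setting that moved it most, keeping cells with single UMIs of the excluded markers, changed its sign to −0.095. For the type I interferon list, 11 of 36 genes were higher, with a median of −0.070 (−0.10 to −0.048, percentile 5.20). In the TNFα list 32 of 40 genes were higher, with a median of 0.26 (0.21 to 0.27, percentile 100). This list shares genes with the response of cells to tissue dissociation, whose own list had a median of 0.22 (0.19 to 0.25, percentile 99.98, 10 of 13 genes higher). All of the higher genes of the dissociation list are in the TNFα list too, so its median is not separate evidence. Its other genes were lower, with ratios of −0.54 for *Hspa1a*, −0.51 for *Hspa1b* and −0.093 for *Dnajb1*. Without the shared genes the TNFα median was 0.21. A percentile here describes these 2 libraries and does not test a difference between the conditions.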

To our surprise, GSEA analysis did not show a statistically significant enrichment for global IFNγ-, IFNα-, and TNFα-related pathways in TECs from *Dnmt1*^iECKO^ mice; however, there were trending increases in these pathways (Supplemental Fig. 4). This may be due to the small total number of TECs in the IFN-ECs cluster. 

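The interferon-like TECs defined by markers held 10216996 UMIs in the control and 4138213 in the *Dnmt1* iECKO library. Inside this class the median log2 ratio of the IFNγ list was 0.22 (0.17 to 0.27, percentile 100), with 29 of 41 genes higher in the *Dnmt1* iECKO library. The type I interferon list had a median of −0.042 (−0.076 to 0.016, percentile 46.8), with 15 of 35 genes higher. Cells with fewer than 3 interferon markers after thinning are outside this class whatever their full depth.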

While IFN-ECs are a less well-characterized population of ECs in general, PCVs are major sites of lymphocyte infiltration across the vasculature, due to their increased expression of CAMs such as *Vcam1*. Indeed, examination of a candidate T-cell attracting chemokine (*Cxcl9*) and *Vcam1*, showed they were enriched in PCVs and IFN-ECs in *Dnmt1*^iECKO^ mice (Fig. 5e). 

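*Cxcl9* (ENSMUSG00000029417, chromosome 5 of GRCm38, 92321347 to 92328079, reverse strand) had 51.4 CPM (49.5 to 53.3) in control and 169 CPM (164 to 174) in *Dnmt1* iECKO TECs, a log2 ratio of 1.71 (1.65 to 1.78). In post-capillary venule-like TECs, 101 and 634 UMIs were 141 and 491 CPM, a ratio of 1.80 (1.49 to 2.11). In interferon-like TECs it rose from 116 to 345 CPM, a ratio of 1.57 (1.45 to 1.68). Its level was highest in tumor capillary-like TECs, at 283 and 829 CPM. The ratio was 2.04 in vein-like, 0.86 in aerocyte-like and 0.43 in proliferating-like TECs, and 2.35 in the cluster led by *AY036118*. It was below 0 in the clusters led by *Ifit1*, at −0.95 (−1.40 to −0.53), *Inmt*, at −2.88, and *Fabp4*, at −2.69. In general capillary-like TECs it was −0.37 (−0.96 to 0.18), within counting error. Of the venule-like TECs, 23.3% of control and 24.6% of *Dnmt1* iECKO cells had a *Cxcl9* UMI, and 10.0% and 15.8% had one after thinning. In interferon-like TECs, 9.86% and 18.1% had one, and 5.14% (3.66 to 6.98) and 9.26% (6.08 to 13.4) after thinning. Among thinned epithelial-like cells, 0 of 129 and 0 of 65 had one, too few cells to exclude a low share from free RNA. Immune-like clusters had 428 CPM of *Cxcl9* in the control and 507 CPM in the *Dnmt1* iECKO library. The ratio in interferon-like cells depends on how they are defined: as the cluster that took this name at a resolution of 1.0, it was −1.15.

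*Vcam1* (ENSMUSG00000027962, chromosome 3, 116109949 to 116129688, reverse strand) lies opposite to *Gm43109*. It had 172 CPM (169 to 176) in control and 391 CPM (383 to 399) in *Dnmt1* iECKO TECs, a log2 ratio of 1.18 (1.14 to 1.22). In post-capillary venule-like TECs it had 1923 and 3112 CPM, a ratio of 0.69 (0.61 to 0.78), in 73.3% and 78.9% of thinned cells. Interferon-like TECs had 271 and 438 CPM, a ratio of 0.69 (0.61 to 0.78), in 9.73% (7.69 to 12.1) and 17.0% (12.8 to 22.1) of thinned cells. In that cluster at a resolution of 1.0, the ratio was −0.031. Vein-like TECs had 1441 and 2388 CPM of *Vcam1*, a ratio of 0.73 (0.67 to 0.79). No thinned epithelial-like cell had a *Vcam1* UMI.

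**Figure D3:**
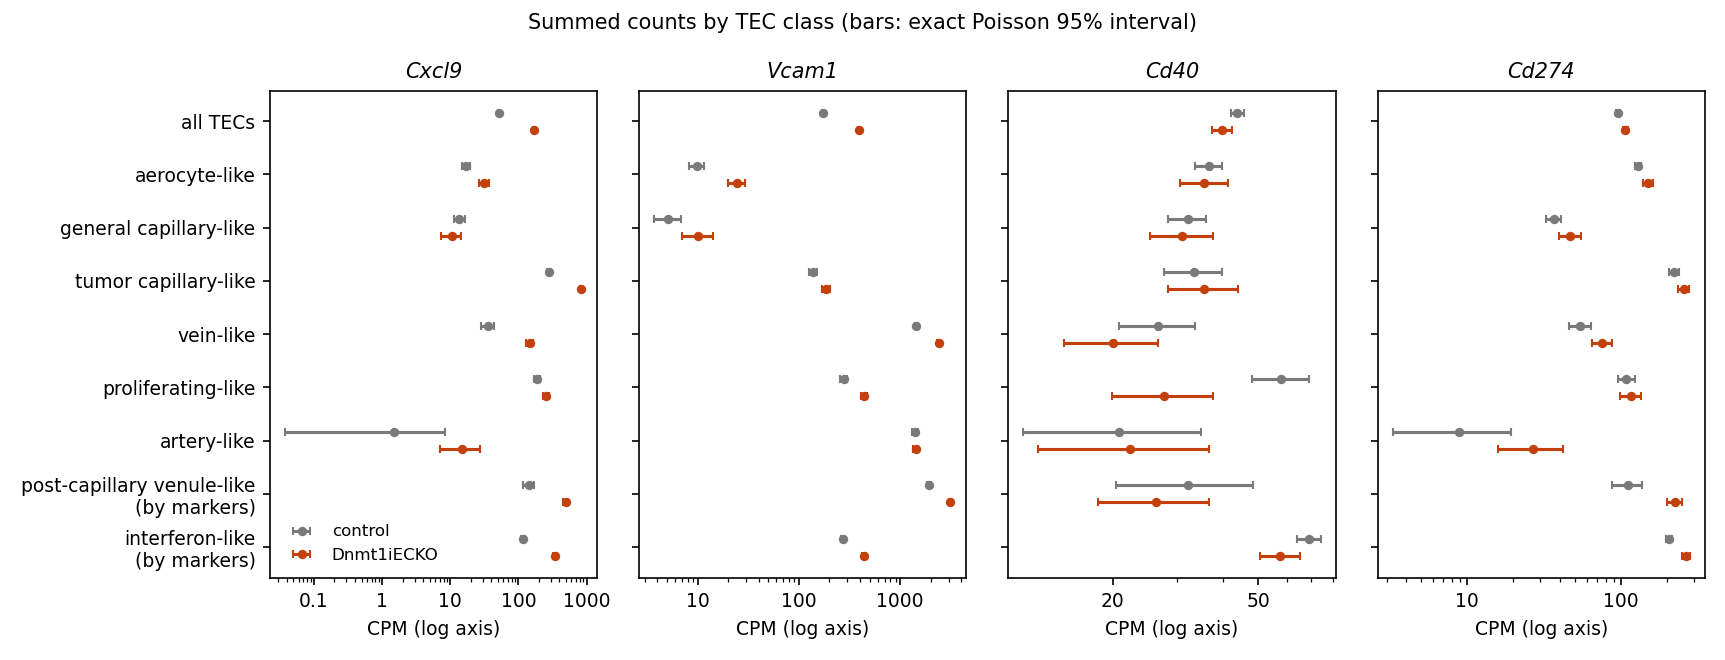
*Cxcl9*, *Vcam1*, *Cd40* and *Cd274* in CPM (log axes with different ranges) by TEC class of the control and *Dnmt1* iECKO libraries, with exact Poisson 95% intervals as bars. *Cxcl9* and *Vcam1* are higher in post-capillary venule-like and interferon-like cells of the *Dnmt1* iECKO library, and *Cd40* in interferon-like cells is lower, at 57.5 against 68.9 CPM.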

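In further classes, *Vcam1* rose from 276 to 439 CPM in proliferating-like TECs, a log2 ratio of 0.67 (0.51 to 0.83). A UMI was found in 28.2% and 42.6% of these cells, and in 10.2% (5.00 to 18.0) and 13.2% (5.48 to 25.3) after thinning, a difference within counting error. Artery-like TECs had 1405 CPM in the control and 1416 CPM in the *Dnmt1* iECKO library, a ratio of 0.012 (−0.12 to 0.14). Of these cells 61.4% and 76.8% had a UMI, and 44.6% (31.3 to 58.5) and 60.7% (46.8 to 73.5) after thinning. Only 5 control and 2 *Dnmt1* iECKO cells had at least 3 tip cell markers, with 1 and 0 *Vcam1* UMIs, which is too few to compare. Tumor capillary-like TECs, whose name came from a tie with a tip cell marker, had 138 and 186 CPM, a ratio of 0.43 (0.24 to 0.62).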

Interestingly, *Vcam1* appeared elevated in additional subpopulations of TECs in *Dnmt1*^iECKO^ mice, including tip cells, proliferating ECs, and activated artery ECs. Since IFN response pathways were trending upward in TECs from *Dnmt1*^iECKO^ mice, we examined two additional core enrichment genes, including *Cd40* and *Cd274,* and found they were modestly elevated in IFN-ECs and PCV-ECs. Thus, the tumor vasculature in *Dnmt1*^iECKO^ shows a modest shift in vascular specification with a trend towards greater numbers of PCV and IFN ECs. 

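*Cd40* (ENSMUSG00000017652, chromosome 2 of GRCm38, 165055627 to 165072948, forward strand) had 68.9 CPM (63.9 to 74.2) in control and 57.5 CPM (50.4 to 65.3) in *Dnmt1* iECKO interferon-like TECs, a log2 ratio of −0.26 (−0.48 to −0.047). A UMI was found in 12.4% and 12.2% of the thinned cells, compared with 0.775% and 1.54% of thinned epithelial-like cells. As the cluster named interferon-like at resolutions of 2.0 and 3.0, chosen after seeing the data, the ratio was 0.0015 and 0.10. In post-capillary venule-like TECs, 23 and 34 UMIs of *Cd40* gave −0.29 (−1.09 to 0.54), so no difference was detectable at this depth.

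*Cd274* (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095, forward strand), with AC119228.1 on the opposite strand, had 206 and 265 CPM in interferon-like TECs, a ratio of 0.36 (0.26 to 0.47), and UMIs in 23.9% (20.9 to 27.2) and 28.5% (23.2 to 34.3) of thinned cells. In post-capillary venule-like TECs its 79 and 289 UMIs were 111 and 224 CPM, a ratio of 1.02 (0.65 to 1.40), with UMIs in 16.7% and 21.1% of thinned cells. Keeping cells with single UMIs of the excluded markers moved this ratio to 0.23. Over all TECs *Cd274* had 96.1 and 107 CPM, a ratio of 0.16 (0.088 to 0.22). Its share in thinned epithelial-like cells was 0.775% in the control library and 0 of 65 cells in the *Dnmt1* iECKO library.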

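The classes could also be taken as clusters in place of markers. The cluster named for post-capillary venules at a resolution of 3.0, chosen after seeing the data, held 1.37% (1.06 to 1.74) of control and 2.97% of *Dnmt1* iECKO TECs, a log2 ratio of 1.11 (0.59 to 1.64). The interferon-like cluster at a resolution of 1.0 held 595 control cells, or 12.4% (11.4 to 13.3), and 233 *Dnmt1* iECKO cells, or 11.3% (10.0 to 12.8), a ratio of −0.12 (−0.35 to 0.10). From the shares of its EC clusters and the expression of these genes, the paper concludes that the vasculature of *Dnmt1* iECKO tumors shifted modestly in its specification, with a trend to more PCV and IFN ECs.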

Since these types of ECs are specialized for lymphocyte entry, this could account for the improved efficacy of ICB in this setting.

**Fig. 5:**
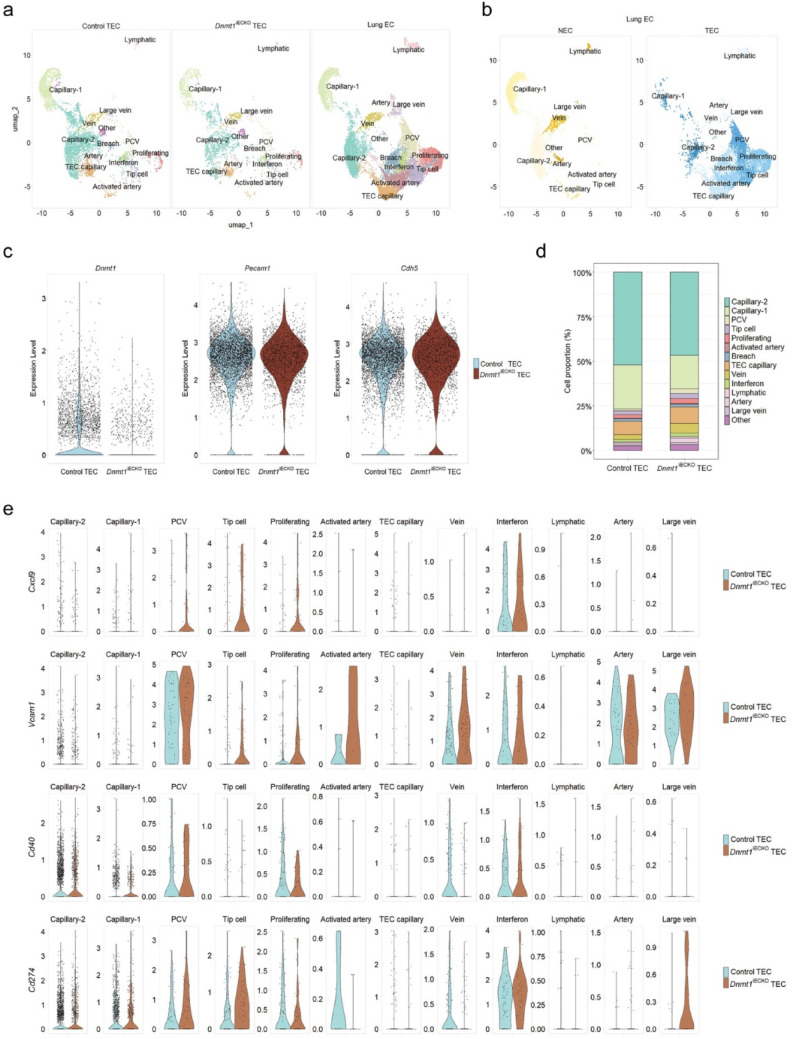
Single cell RNAseq of tumor-associated ECs in *Dnmt1*^iECKO^ mice reveals a phenotypic shift in the vasculature, including greater numbers of post-capillary venule ECs, venous ECs, and IFN-ECs. **a** UMAP visualization of integrated CD31⁺/CD45⁻ tumor endothelial cells (TECs) from control and *Dnmt1*^iECKO^ tumors, showing major endothelial subtypes. At far right are lung ECs from the reference atlas (see ref. [31]). **b** Reference lung EC atlas depicting normal ECs (NECs; yellow tones) and TECs (blue tones). **c** Violin plots showing reduced *Dnmt1* expression in *Dnmt1*^iECKO^ TECs, whereas EC markers *Cdh5* and *Pecam1* are consistently expressed across samples. **d** Proportion plot of TEC subtypes in control and *Dnmt1*^iECKO^ tumors. **e** Cluster-level differential gene expression analysis (normalized gene expression is shown)

## Discussion

Anti-tumor immune cells, such as cytotoxic T cells or NK cells, must have access to the tumor microenvironment for active immune surveillance and for cancer immunotherapies to be effective. Efficient lymphocyte entry into tumors is enabled by sequential, mechanistically defined steps, endothelial tethering/rolling, firm adhesion, and trans endothelial migration, whose likelihood depends on local hemodynamics and the endothelial presentation of CAMs and chemokines. Naïve T cells typically enter through HEVs, whereas antigen-experienced or memory T cells rely on an inflamed endothelium with upregulated CAMs and chemokines [32, 33]. In the tumor vasculature, these factors are often aberrantly expressed or downregulated, which impairs immune cell mobility and extravasation [34–37]. Thus, reprogramming the vasculature with judicious doses of anti-angiogenic drugs or other therapies to reinforce CAM/chemokine expression has the potential to augment the efficacy of cancer immunotherapies [38–41].

Our previous findings demonstrated that in mice with conditional deletion of *Dnmt1* in the vasculature, the expression of CAMs and T-cell-attracting chemokines was elevated, which potentiated ICB efficacy in mammary tumor models [26]. In the current study, we have further defined a role for vascular *Dnmt1* in coordinating anti-tumor immunity using both lowly immunogenic and highly immunogenic melanoma cells. Our data, in brief, show that *Dnmt1*^iECKO^ mediates direct and indirect anti-tumor effects, including the induction of immunomodulatory ECs, potentiation of IFNγ- and TNFα-driven genetic programs, promotion of CD4⁺ T-cell memory responses, and augmentation of adaptive immunity. Consequently, combining *Dnmt1*^iECKO^ with ICB therapy significantly suppressed lung metastasis in mice, which was associated with greater numbers of CD3^+^ T cells in the lung. These outcomes may be due to changes in the composition and phenotype of the tumor vasculature, including increased proportions of PCVs and IFN-ECs in *Dnmt1*^iECKO^ mice. IFN-ECs are a poorly understood subpopulation of ECs that assemble in sites of inflammation and in tumors, and they appear to be important for anti-tumor immunity [42, 43]. It is possible that IFN-ECs are assembled from activated PCVs and that, due to the potentiating effect on IFN signaling that is driven by *Dnmt1* inhibition, the transition between PCVs and IFN-ECs is facilitated in *Dnmt1*^iECKO^ mice.

To avoid implying antigen specificity, we use the term “anti-tumor immune cells” to denote immune populations with anti-tumor potential (e.g., CD8⁺ T cells, NK cells, and CD4⁺ T -cells) whose function ultimately depends on access to the tumor microenvironment. Importantly, immune cells entering tumors may not uniformly experience tumor antigens; rather, they likely reflect a mixture of antigen-experienced effector/memory lymphocytes that have been primed in the draining lymph node and subsequently traffic to the tumor. In addition, immune cells exhibiting a naïve-like phenotype that may represent precursors available for priming/replenishment or less-differentiated T cell states could be found in the TIME. Accordingly, the “naïve” and “memory” subsets reported here are phenotypic classifications based on canonical surface markers so we cannot directly establish tumor antigen specificity. In this context, the increased naïve and central memory subsets observed in *Dnmt1*^iECKO^ tumors are consistent with endothelial “priming” creating a more permissive vascular interface that supports immune access which may facilitate continuous recruitment of newly primed lymphocytes. Supporting this interpretation, the anti-tumor effect of *Dnmt1* loss in ECs is sensitive to FTY720, consistent with an ongoing requirement for lymphocyte egress from lymph nodes and continued trafficking to tumors. These observations support a model in which endothelial *Dnmt1* loss does not confer antigen specificity per se, but rather lowers a vascular barrier to immune entry, thereby enabling both the influx and/or maintenance of lymphocyte subsets, including memory-phenotype populations, associated with effective tumor control.

Some limitations of our study include the realization that, in the EC conditional deletion model used herein, *Dnmt1* is disabled in all ECs and thus not restricted to the tumor vasculature. Therefore, systemic deletion of *Dnmt1* in other organ or tissue microenvironments (e.g. lymph nodes) could account for the anti-tumor immune responses we observed. To circumvent this, targeted deletion of *Dnmt1* using vascular-tropic AAVs, or other means, would be needed [44]. Similarly, the scRNAseq results did not necessarily phenocopy the bulk RNAseq data showing expression of multiple co-stimulatory molecules in pure EC cultures stimulated with cytokines. But the different kinetics of short-term *in vitro* stimulation versus long-term *in vivo* stimulation, where there are confounding heterotypic cell–cell interactions occurring, could account for this discrepancy. 

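Over all TECs of the single-cell libraries, *Icosl* (ENSMUSG00000000732, chromosome 10 of GRCm38, 78069302 to 78083913, forward strand) had 103 UMIs in the control and 81 in the *Dnmt1* iECKO library. This is 1.88 CPM (1.53 to 2.28) and 3.19 CPM (2.54 to 3.97), a log2 ratio of 0.76 (0.33 to 1.20). Epithelial-like cells of the same libraries had 1.01 and 2.16 CPM of *Icosl*, and immune-like clusters 14.1 and 13.2 CPM. After thinning, 0.269% (0.139 to 0.470) of control and 0.478% (0.219 to 0.905) of *Dnmt1* iECKO TECs had a UMI of it, and 0 of 129 and 1.54% of epithelial-like cells did (upper bounds 2.82% and 8.28%), so over all TECs its UMIs were not distinguishable from free RNA at this depth. In vein-like TECs 25 and 33 UMIs were 9.38 CPM (6.07 to 13.8) and 13.8 CPM (9.47 to 19.3). Averaging the CPM of single cells moved the ratio over all TECs most, to 1.33. *Tnfsf4* (ENSMUSG00000026700, chromosome 1, 161395409 to 161418410, forward strand) had 3 and 1 UMIs, too few for a ratio, while immune-like clusters had 4.78 and 7.09 CPM. *Cd40* had 43.9 CPM (42.1 to 45.7) in control and 39.8 CPM (37.4 to 42.4) in *Dnmt1* iECKO TECs, a log2 ratio of −0.14 (−0.25 to −0.033), and UMIs in 7.74% and 7.70% of thinned TECs.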

Furthermore, while flow cytometry data and antibody depletion studies indicate an important role for CD4^+^ memory T cells during tumor growth inhibition in *Dnmt1*^iECKO^ mice, we cannot definitively determine whether memory CD4^+^ T cells are the source for cytolytic granzyme 

B production in this study [45]. Our previous work in mammary tumor models showed an important role for CD8^+^ T cells during the inhibition of mammary tumor growth in *Dnmt1*^iECKO^ mice. But the cell lines used in this study were not of the low- versus high- TMB dichotomy. It is therefore possible that vascular DNMT1, while shaping anti-tumor immunity, does so via different immune-mediated mechanisms in different contexts. Finally, we report elevated VCAM1 expression on tumor vessels in *Dnmt1*^iECKO^ mice but did not investigate whether this effect was a direct result of epigenetic regulation by DNMT1 (i.e. using ChIP analysis to investigate DNMT1 enrichment on VCAM1 regulatory sequences). While direct regulation is possible, it is also possible that the observed increase in Vcam1 is indirect and due to increased numbers of TNFα/IFNγ–producing T cells, which upregulate VCAM1 transcription in TECs.

Anti-cancer immunity encompasses the surveillance, detection, and elimination of neoplastic cells, which relies on the essential process of immune cells infiltrating the EC barrier to mount an effective immune response [46]. Growing evidence suggests that immunomodulatory ECs play a pivotal role in enhancing T-cell activation and boosting anti-tumor immunity, often in reciprocity with multiple immune cell subsets [18, 23, 47–49]. Our study reveals that modulating an epigenetic switch (i.e. DNMT1) in ECs is sufficient to change tumor vascular phenotype in ways that convert the TIME from immune-restrictive to immune-permissive.

## Materials and methods

### Reagents and cell lines

Antibodies used in this study were anti-mouse DNMT1 (Abcam), anti-mouse GAPDH, anti-mouse CD8 (Biolegend, BioXcell, or eBiosciences), anti-mouse CD4 (BD Biosciences and BioXcell), anti-mouse NK1.1 (BioXcell), anti-mouse IgG (BioXcell), and anti-mouse PD-L1 (Genentech, MTA program, clone 6E11). MDEC (mouse skin EC) and Veravec (mouse lung ECs) were cultured in 1 g/l D-glucose DMEM (LG-DMEM) with 10% FBS, 10% Nu Serum IV, 10 ng/ml VEGF, 5 ng/ml bFGF, and 100 mg/l porcine heparin [50–53]. YUMM1.7, YUMMER1.7, or YUMMER1.7-luciferase cells were cultured in 4.5 g/l D-glucose DMEM and 10% FBS. Cells were maintained at 37 °C in a 5% CO_2_ atmosphere supplemented with 20% O_2_.

### Animal models

The following mouse strains were used: C57BL/6 wild-type mice and transgenic mice on a C57BL/6 background, *VEcad*-Cre^ERT2^ (Rha);*ZsGreen*^*l/s/l*^ mice (used as control mice) were crossed with *Dnmt1*^fl/fl^ mice to generate *VECad*-Cre^ERT2^;*Dnmt*1^fl/fl^;*ZsGreen*^*l/s/l*^ mice. The following primers were used for genotyping of animals. Cre-Fwd: 5'-GACCAGGTTCGTTCACTCA-3' and Cre-Rev: 5'-TAGCGCCGTAAATCAAT-3'. *Dnmt1*-Fwd: 5'-GGGCCAGTTGTGCTTGG-3'. *Dnmt1*-Rev: 5'-CTTGGGCCTGGATCTTGGGGA-3'. *ZsGreen* wild type Fwd: 5'-AAGGGAGCTGCAGTGGAGTA-3', wild type Rev: 5'-CCGAAAATCTGTGGGAAGTC-3', *ZsGreen* mutant Fwd: 5'-GGCATTAAAGCAGCGTATCC-3', and mutant Rev: 5'-AACCAGAAGTGGCACCTGAC-3'. The Rosa26R strain was genotyped using the following primers, which amplifies a mutant (300 bp), heterozygote (300 and 386 bp), and wild type (386 bp) transgenic product: 11,341: 5'-GAATTAATTCCGGTATAACTTCG-3', oIMR8545: 5'-AAAGTCGCTCTGAGTTGTTAT-3', oIMR8916: 5'-CCAGATGACTACCTATCCTC-3'. All these mice were bred and maintained in the University of Virginia animal facility in accordance with the guidelines of the Institutional Animal Care and Use Committees.

### Quantitative real-time polymerase chain reaction

RNA was extracted from tissues or ECs using an RNA purification kit (Zymo Research). cDNA synthesis was carried out using an iScript synthesis kit (Bio-Rad). Quantitative Reverse Transcription PCR (qRT-PCR) was performed using SYBR Green (Invitrogen) on an Applied Biosystems™ QuantStudio™ 6 Flex Real-Time PCR System. Data were normalized to the GAPDH control. The results were analyzed via the ΔΔCt method. *Cxcl9* primer sequence: 5'-CTGGAGCAGTGTGGAGTTCG-3'; 5'-CTGTTTGAGGTCTTTGAGGGAT-3'. *Gapdh* primer sequence: 5’-CAGCCTCGTCCCGTAGACAA-3’; 5’-CAATCTCCACTTTGCCACTGC-3’.

### Immunohistochemistry

Harvested tumor tissue was placed in 4% PFA in PBS for 24 h at 4 °C. Tumors were then transferred to 30% sucrose in PBS for cryoprotection. After sucrose, tumors were embedded in OCT. Serial tissue sections were performed at − 20 °C using a sliding microtome. Sections were fixed with acetone and were washed in 1 × PBS/0.2% Triton X-100 before blocking with 10% normal goat serum, 4% bovine serum albumin in 1 × PBS/0.2% Triton X-100 for 2 h. Primary antibodies were applied overnight for cryosections. After washing in 1 × PBS/Triton X-100, the secondary antibody was used for 1–2 h. After nuclei staining with DAPI (100 ng/mL in 1 × PBS; Molecular Probes) for 30 min, sections were embedded in Vectashield (Molecular Probes).

### Image processing and morphological analysis

Images were acquired using a Carl Zeiss LSM confocal microscope. Vessel length analysis was performed in Fiji using a threshold transformation that maximizes the global average contrast of vessel edges. After obtaining the binary images, they were processed as follows: the blood vessel structure was first extracted from the background. Then, skeletonization was applied to the binary images. The lengths of the blood vessel branches and the number of branches were then measured.

### Flow cytometry

For EC sorting, tumors from control and *Dnmt1*^iECKO^ mice were chopped into small pieces and incubated for 90 min at 37 °C in dissociation buffer containing 2 mg/ml of collagenase type I (Worthington), 1 mg /ml of DNase (Worthington), and 2.5 units/ml of neural protease (Worthington). The digested tissues were separated into a single-cell suspension by passing through a 100 μm cell strainer. The cells were stained with primary antibodies for 30 min on ice, then incubated with secondary antibodies. Samples were fixed with 2% paraformaldehyde. Cells were then analyzed by flow cytometry on a FACS Calibur apparatus (BD) and FlowJo software (Tree Star Inc.) to quantify cell populations. Immune subsets were defined as follows: Myeloid cells were gated as CD11b⁺, with neutrophils defined as CD11b⁺Ly6C^low^Ly6G⁺ and inflammatory monocytes as CD11b⁺Ly6C^hi^Ly6G⁻; Tregs were defined as Foxp3⁺ CD4⁺ T cells. T-cell differentiation states were defined within CD4⁺ or CD8⁺ gates using CD44/CD62L: naïve (CD44^low^ CD62L^high^) and central memory (CD44^high^ CD62L^high^).

### Generation of YUMMER1.7 expressing luciferase stable cell line and bioluminescence imaging

The pLV-lenti construct was co-transfected into 293 cells with pMD2.G and psPAX2 constructs using Lipofectamine 2000 transfection reagent. Lentiviral supernatants were harvested at 72 h post-transfection and filtered through a 0.45-μm membrane. YUMMER1.7 cells were infected for 48 h with fresh lentivirus with 8 μg/ml polybrene and cultured for 48 h. The activity of luciferase was analyzed using a luminometer (PerkinElmer). To image tumor cells *in vivo*, mice with YUMMER1.7-luciferase were anesthetized and intraperitoneally injected with 100 μl of Cycluc1 (Sigma Aldrich). The animals were anesthetized with isoflurane (2% in 1 l/min oxygen), and bioluminescence images were acquired using the LagoX (Spectral Instrumental Imaging). Images were acquired every 2 min for 30 min (10 s exposure/image). Images were analyzed using Aurora software. Regions of interest (ROIs) were drawn around each cell mass, and the total number of photons within each ROI was recorded.

### In vivo tumor models

For the primary tumor growth experiments, mice were injected subcutaneously into the shaved shoulder with 5 × 10^5^ YUMM1.7 or YUMMER1.7 melanoma cells suspended in 100 μl of PBS. Mice were monitored for the appearance of tumors to begin caliper measurements. For the tumor rechallenge experiment, an initial 1 × 10^5^ of YUMMER1.7 were injected into control and *Dnmt1*^iECKO^ mice. Palpable tumors were surgically removed and mice were rechallenged with 1 × 10^7^ YUMMER1.7. The mice were treated with a CD4-blocking antibody (400 mg/kg) or an isotype-matched IgG control antibody. For the depletion experiments, IgG anti-NK1.1 (10 mg/kg, Clone PK136, BioXCell), anti-CD4 (20 mg/kg, Clone GK1.5, BioXCell), or anti-CD8a (20 mg/kg, Clone 2.43, BioXCell) antibodies were administered by i.p. injection. An anti-NK1.1 antibody was injected into the mice every 2 days throughout the experiment. To deplete CD4 T cells, antibodies were administered on days 7, 10, 13, and 15 after tumor inoculation. In the experimental lung metastasis studies, 5 × 10^5^ YUMMER1.7-luciferase-expressing cells in 100 μl of PBS were injected via the tail vein. After 1 week, the mice were treated with anti-PD-L1 (10 mg/kg, Genentech MTA program) and CTLA-4 (5 mg/kg, 9D9, BioXCell) antibodies every four days. On day 21, the mice were monitored for bioluminescence and euthanized.

### Preparation of ECs for bulk RNA sequencing

Mouse lung ECs were seeded at 1 × 10^5^ cells/mL in 6-well plates and cultured overnight at 37 °C in a humidified 5% CO_2_ incubator. The next day, cells were transfected with either control siRNA or *Dnmt1*-targeting siRNA (BLOCK-iT oligos; Invitrogen) using Lipofectamine RNAiMAX (Thermo Fisher Scientific) in Opti-MEM I Reduced Serum Medium for 4 h, following the manufacturer’s instructions. A BLOCK-iT Alexa Fluor Red fluorescent oligo (Invitrogen) was used in parallel wells to monitor transfection efficiency. siRNA sequences are listed below: *Dnmt1*#1 5'-UACCCUGAGCACUACCGCAAGUAUU-3', *Dnmt1*#2 5'-CCAAGCUGGUCUAUCAGAUCUUUG A-3'. After 4 h, the transfection medium was replaced with growth medium containing 20% serum, and the cells were cultured for 24 h at 37 °C, in humidified 5% CO_2_. A second siRNA transfection was performed 24 h later to reinforce the knockdown. Cells were then treated with TNFα (10 ng/mL) or IFNγ (1000 U/mL) for 16 h. Total RNA was isolated using a column-based RNA extraction kit (Zymo Research) according to the manufacturer’s instructions. Libraries were prepared and sequenced by Novogene for bulk RNA-seq analysis. Experiments were performed with *n* = 4 biological replicates per condition.

### FTY720 treatment

Vehicle control (DMSO) and FTY720 (Cayman Chemical) were administered via oral gavage at 1 mg/kg. The FTY720 treatment began 7 days after tumor cell inoculation and was administered daily throughout the study. Tumor dimensions were recorded each day using a caliper. At the end of the experiment, the animals were euthanized, and the tumor tissues were harvested for analysis.

### Tumor endothelial cell isolation and sorting

Lung tumors (~ 1 cm^3^) from three control mice and three *Dnmt1*^iECKO^ mice were harvested, and tumors within each sample were pooled to obtain sufficient EC numbers. Samples were collected in ice-cold low-glucose DMEM (LG-DMEM), washed thoroughly, and minced into fragments < 5 mm under sterile conditions. Tissue fragments were transferred to GentleMACS C tubes containing a digestion mix of collagenase II (2 mg/mL, Worthington LS004176), dispase (2.5 U/mL, Worthington LS02104), and DNase I (1 mg/mL, Worthington LS002006). Tumors were digested at 37 °C for 30–45 min with agitation (120 rpm) and processed on a GentleMACS Dissociator using program *m_imptumor_02* to achieve single-cell suspensions. Digested samples were passed through 100 µm strainers, washed with FACS buffer (PBS + 0.5% BSA + 2 mM EDTA), and centrifuged at 1200 rpm for 5 min. Red blood cell lysis was performed using 1 × Pharm Lyse B. Cell suspensions were first incubated with Live-or-Dye viability dye (Biotium 32,002), followed by Fc block (Miltenyi 130-092-575) for 10 min on ice. Cells were then stained with PE-conjugated CD31 (BD 553373) and APC-conjugated CD45 (BD 559864) for 30 min on ice. Live CD31⁺CD45⁻ TECs were sorted on an Influx cell sorter (Becton Dickinson) into LG-DMEM supplemented with 10% FBS, washed, and resuspended in PBS + 0.04% BSA. Final cell suspensions were adjusted to 500–700 cells/µL with > 85% viability. Sorted TECs were immediately used for 10 × Genomics Chromium Single Cell 3’ v3 library preparation according to the manufacturer’s protocol.

### Single-cell RNA-seq library preparation and sequencing

Sorted cells were processed using the 10 × Genomics Chromium Single Cell 3′ Gene Expression kit (GEM-X v4) following the manufacturer’s protocol. Libraries were prepared targeting ~ 10,000 cells per sample and sequenced on an Illumina NextSeq 2000 using the P2 XLEAP-SBS 100-cycle kit (paired-end) at a depth of 20,000–25,000 reads per cell.

### 10 × cloud data processing

Raw FASTQ files were processed using 10 × Genomics Cloud Analysis with Cell Ranger Multi v9.0.1. Libraries were specified as GEM-X 3′ Gene Expression v4 and aligned to the mouse reference genome (mm10, 2020-A). The pipeline generated filtered gene–barcode matrices for downstream single-cell analysis.

### Computational analysis of scRNA-seq data

Raw gene–barcode matrices from control and *Dnmt1*^iECKO^ TEC samples were processed using Seurat v5. Low-quality cells with high mitochondrial content (> 10%) or low gene complexity (< 9000 detected genes) were removed. 

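At most 10% mitochondrial counts were found in 8498 control and 8697 *Dnmt1* iECKO cells of the deposited matrices. The minimum of detected genes was set to 500, which left 8021 and 8102 cells. Only 28 control and 52 *Dnmt1* iECKO cells as deposited had at least 9000 detected genes, and that limit left 1 TEC in each library after all steps.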

Control and *Dnmt1*^iECKO^ TECs were evaluated for quality control, and doublets were identified using DoubletFinder v3. 

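Doublets were taken as the cells with the highest Scrublet scores of each library, at a rate of 0.4% per 1000 cells, since DoubletFinder was not available. This called 346 control and 363 *Dnmt1* iECKO cells, and 7710 and 7798 cells were left. The automatic threshold of Scrublet would have called 0% and 0.0735% of cells.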

Only singlet cells were retained for downstream analysis. To obtain a high-purity TEC dataset, cells expressing immune (*Ptprc*), epithelial (*Epcam*), pericyte (*Cspg4*), or smooth muscle (*Myh11*) markers were excluded. 

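Any UMI of *Ptprc*, *Epcam*, *Cspg4* or *Myh11* removed a cell, and 5450 control and 2718 *Dnmt1* iECKO cells were left. As deposited, 16.3% of control and 51.6% of *Dnmt1* iECKO cells had a *Ptprc* UMI, and 27.6% and 58.7% had a UMI of any of the 4 markers. Clusters in which most cells had *Ptprc* held 1207 control and 4296 *Dnmt1* iECKO cells before the exclusion. In the other clusters a single UMI of *Ptprc* appeared in 2.08% (1.74 to 2.45) and 7.02% (6.20 to 7.92) of cells, and in 0.532% and 1.80% after thinning. The exclusion removed 10.4% of control and 19.9% of *Dnmt1* iECKO cells from the endothelial clusters found without it.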

Endothelial identity was confirmed based on expression of *Cdh5* and/or *Pecam1*. After all filtering steps, the final dataset included 4977 control TECs and 2075 *Dnmt1*^iECKO^ TECs.

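At least 1 UMI of *Cdh5* or *Pecam1* was required last. The TECs kept had a median of 3384 detected genes in the control and 3370 in the *Dnmt1* iECKO library. Apart from the limit of 9000 genes, other settings of the filters kept 3805 to 4955 control and 1618 to 2285 *Dnmt1* iECKO cells. A minimum of 200 genes kept 4955 and 2143, and no doublet removal kept 4922 and 2077.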

A publicly available lung endothelial reference dataset provided as normalized count and metadata CSV files was imported into Seurat to create the reference object. This dataset originally contained NEC, TEC, and additional treatment-associated EC populations. Only the NEC and TEC subsets were retained and aligned to their metadata and included in the integration workflow solely to support EC subtype annotation. It was not used for differential comparisons between control and *Dnmt1*^iECKO^ TECs.

To integrate the datasets, the control TECs, *Dnmt1*^iECKO^ TECs, and lung EC reference subset were combined using Seurat’s integration workflow to allow joint visualization and cluster identification based on shared gene features. Clustering was performed at a resolution of 0.5. UMAP embeddings were generated for visualizing major EC populations. Cluster-defining marker genes were identified using Seurat’s differential expression analysis, and the top markers were used to annotate endothelial subclusters for downstream interpretation.

### Differential cluster abundance analysis

To assess differences in endothelial cell cluster abundance between conditions, the number of cells assigned to each cluster was quantified separately for each condition using Seurat metadata. For each cluster, we compared the number of cells within that cluster to the total number of cells across all remaining clusters within each condition using Fisher’s exact test. This approach tests whether the relative proportion of a given cluster differs between conditions. Odds ratios were used to determine the direction of change (values > 1 indicating enrichment in *Dnmt1*^iECKO^ EC and < 1 indicating enrichment in control EC). *P*-values were adjusted for multiple testing using the Benjamini–Hochberg method.

### Statistics

All values are expressed as ± standard deviation of the mean (STD). Results were analyzed using Student’s t-test or ANOVA using GraphPad Prism 10 software. For tumor volumes and weights, the significance level was determined using ANOVA, Sidek’s multiple comparisons tests, or a 2-tailed Student’s t-test. *P* values less than 0.05 were considered significant.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

Source data can be accessed from the NCBI GEO database under accession codes GSE319479 and GSE319480.

# Supplementary material for: An epigenetic switch in vascular phenotype augments anti-tumor immunity
**Source:** Angiogenesis. 2026 May 19;29(3):33. doi: 10.1007/s10456-026-10042-y
**Supplement:** Supplementary file 1 — Supplementary file1

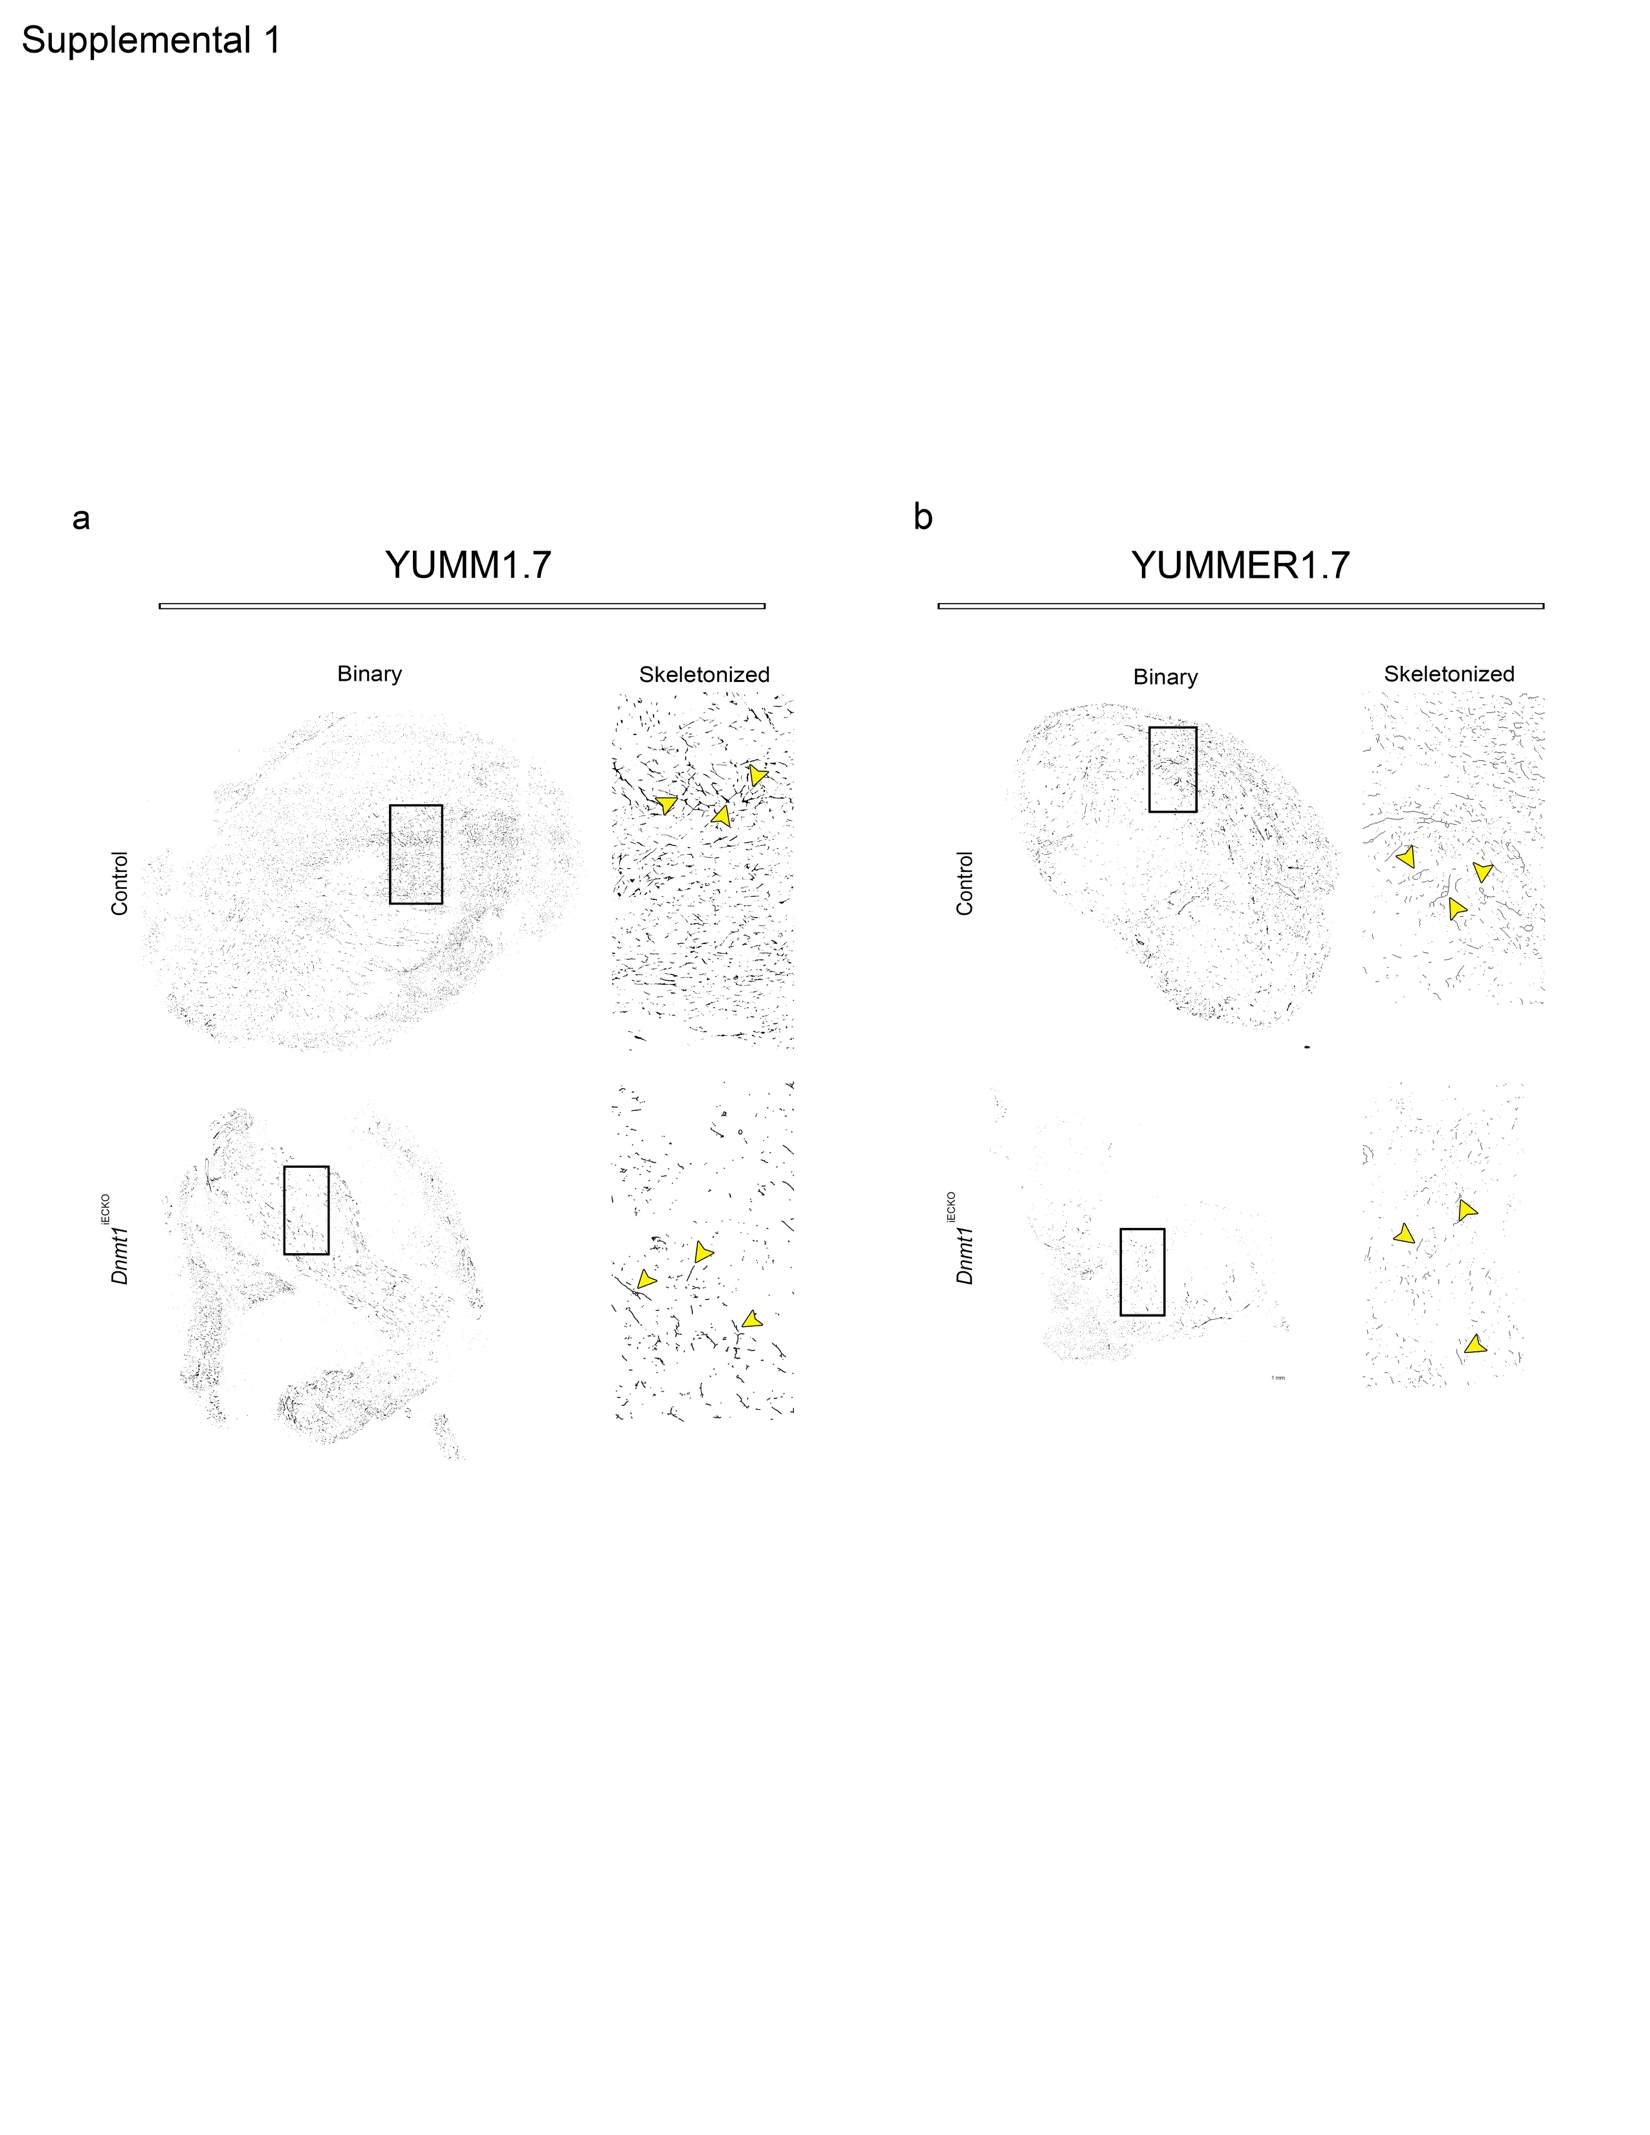

**Supplementary figure 1.** **Blood vessel densities are reduced in both YUMM1.7 and YUMMER1.7 tumors in *Dnmt1*^iECKO^ mice.** (a,b) Representative binary and skeletonized images highlight differences in the density and organization of tumor-associated vasculature. A confocal tile scan captured entire tumors in control and *Dnmt1*^iECKO^ mice. Tumor blood vessels were visualized using ZsGreen labeling and converted into an 8-bit binary image (grey). The magnified boxed areas on the right allow for detailed observation and were inverted to emphasize lateral branches. Notably, arrowheads in control mice indicate branched vessels, contrasting with the straighter, narrower vessels in *Dnmt1*^iECKO^ mice. Scale bars = 1 mm.

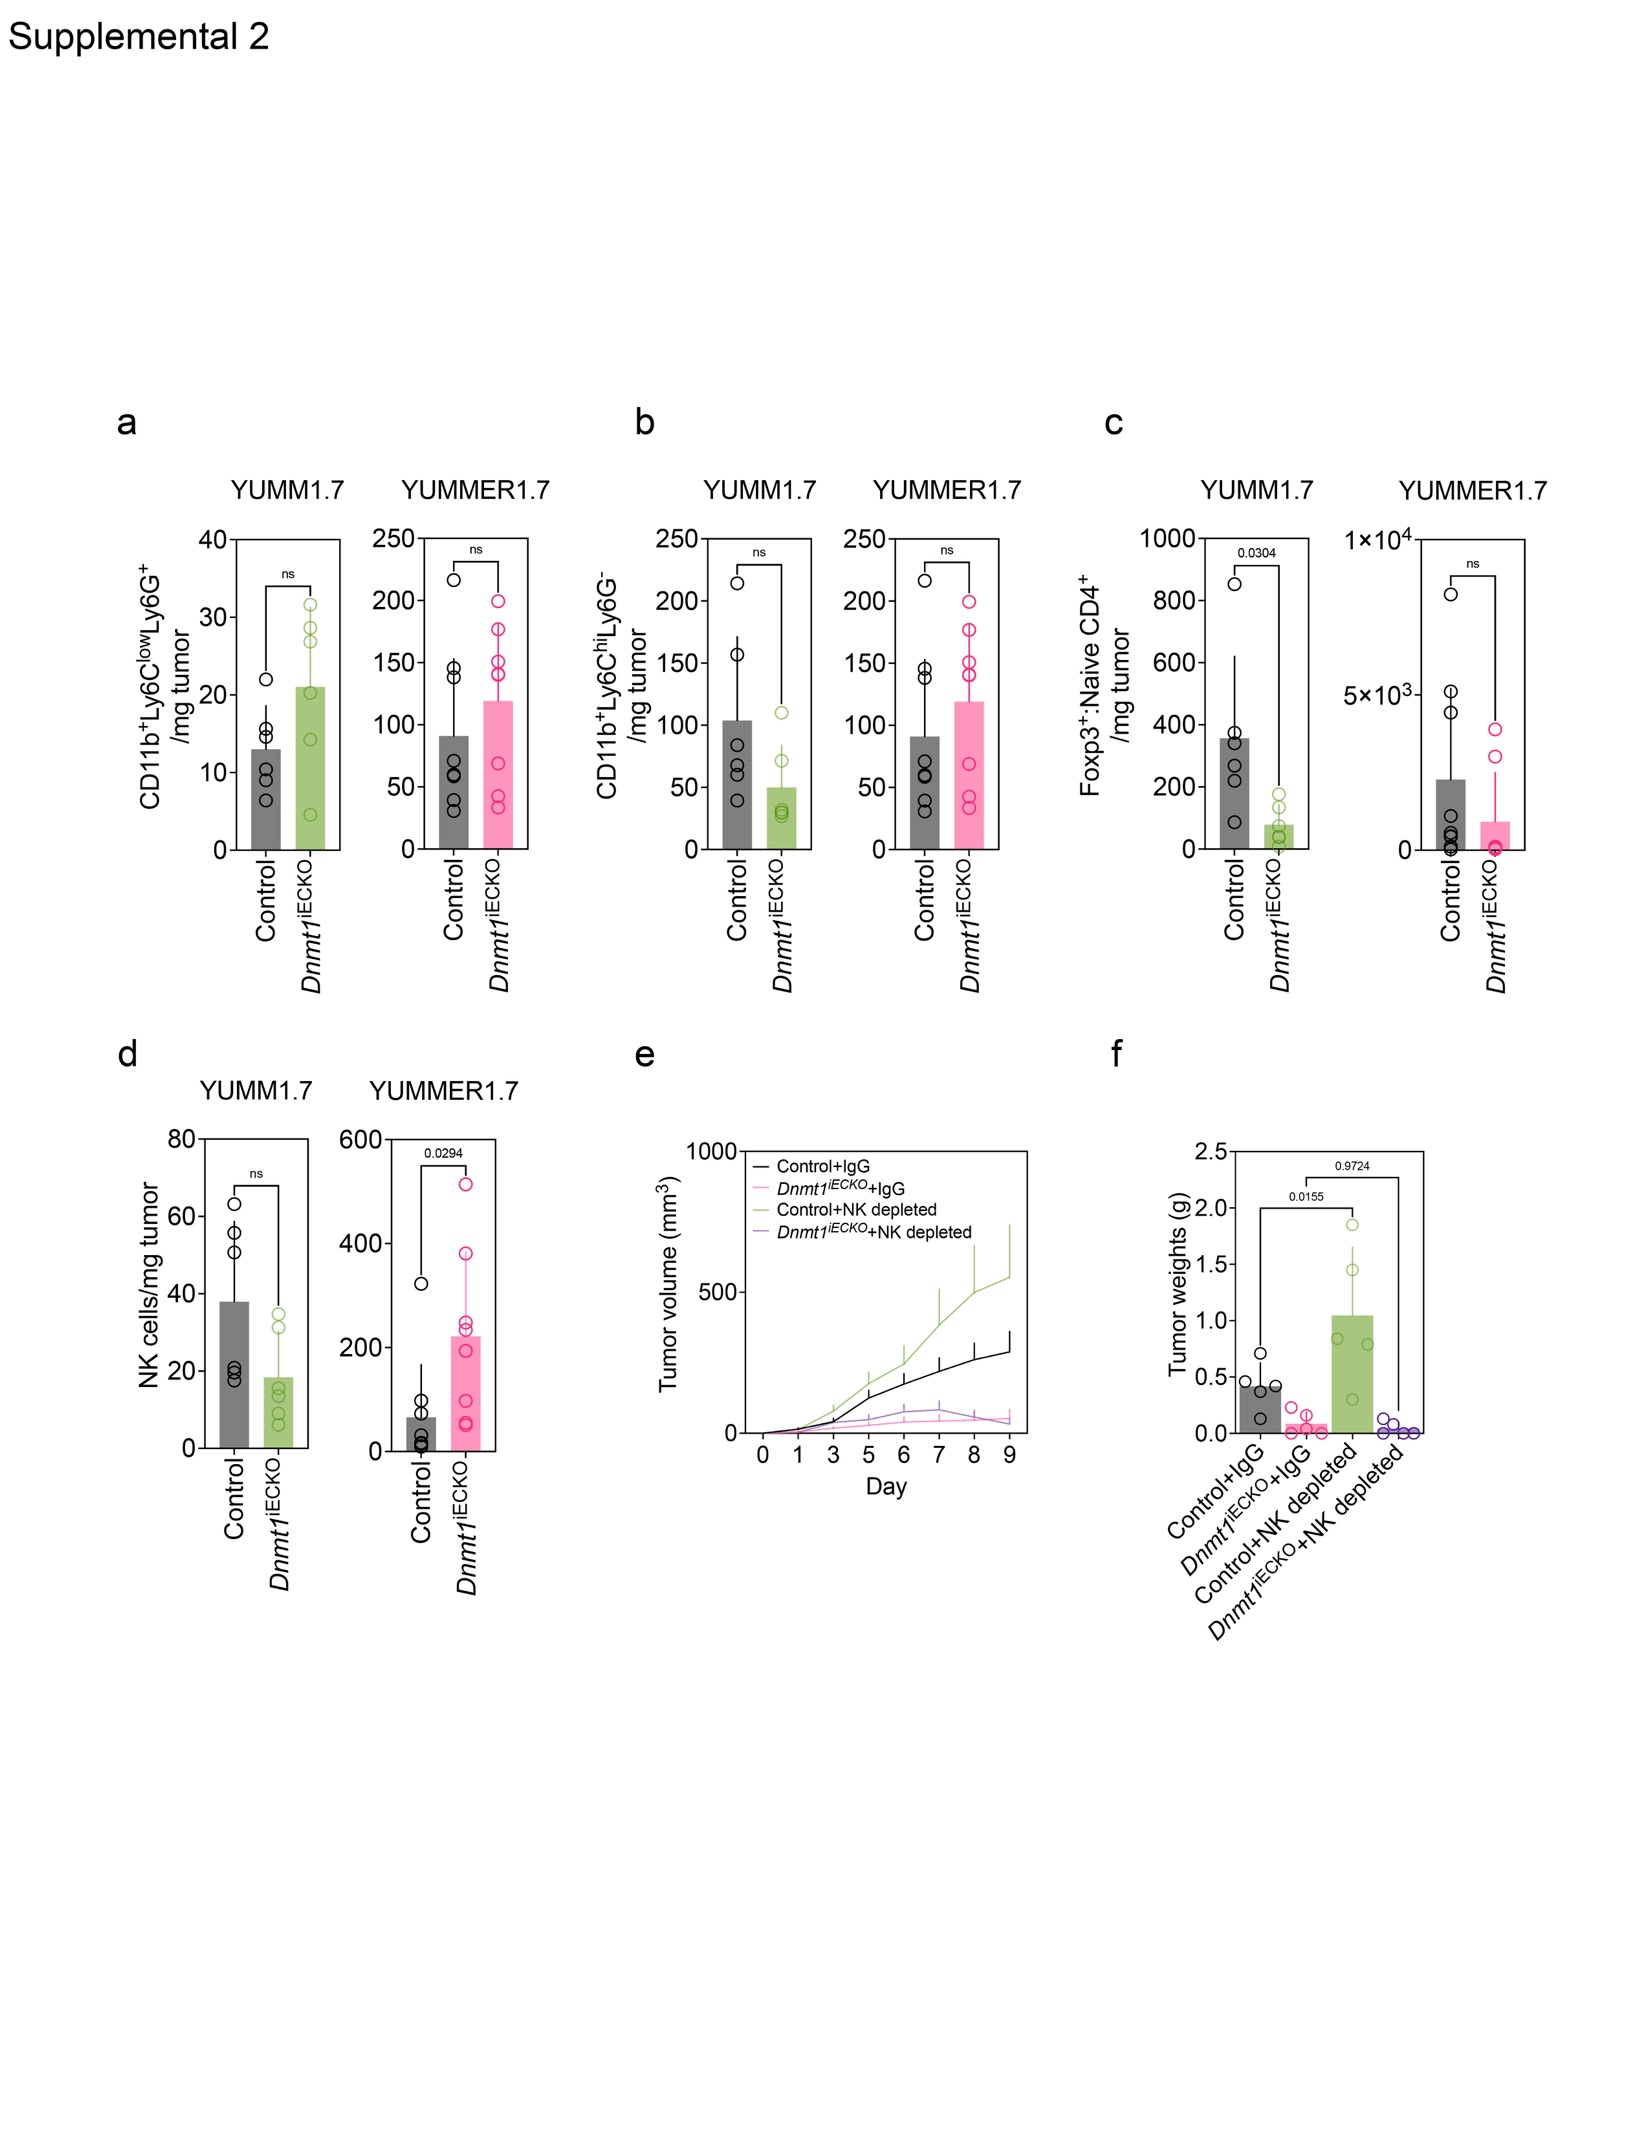

**Supplementary figure 2. NK cells are increased in YUMMER1.7 tumors in *Dnmt1*^iECKO^ mice, but depleting NK cells does not rescue tumor growth.** (a-d) Flow cytometric quantification of myeloid-derived suppressor cells, regulatory T cells, and NK cells in control versus *Dnmt1*^iECKO^ mice. Data analyzed using Student’s *t*-test. YUMMER1.7 growth curves following NK cell depletion. (e) Tumor-bearing mice were treated with anti-NK1.1 or isotype IgG starting from day zero. Tumor volumes were measured daily *(n* = 5 per group). No statistically significant differences were observed between the groups. (f) Tumor weights at endpoint from the same experiment shown in “e”, comparing control and *Dnmt1*^iECKO^ mice treated with IgG or anti-NK1.1 antibodies. For all quantitative analyses in this series, each data point is an individual mouse.

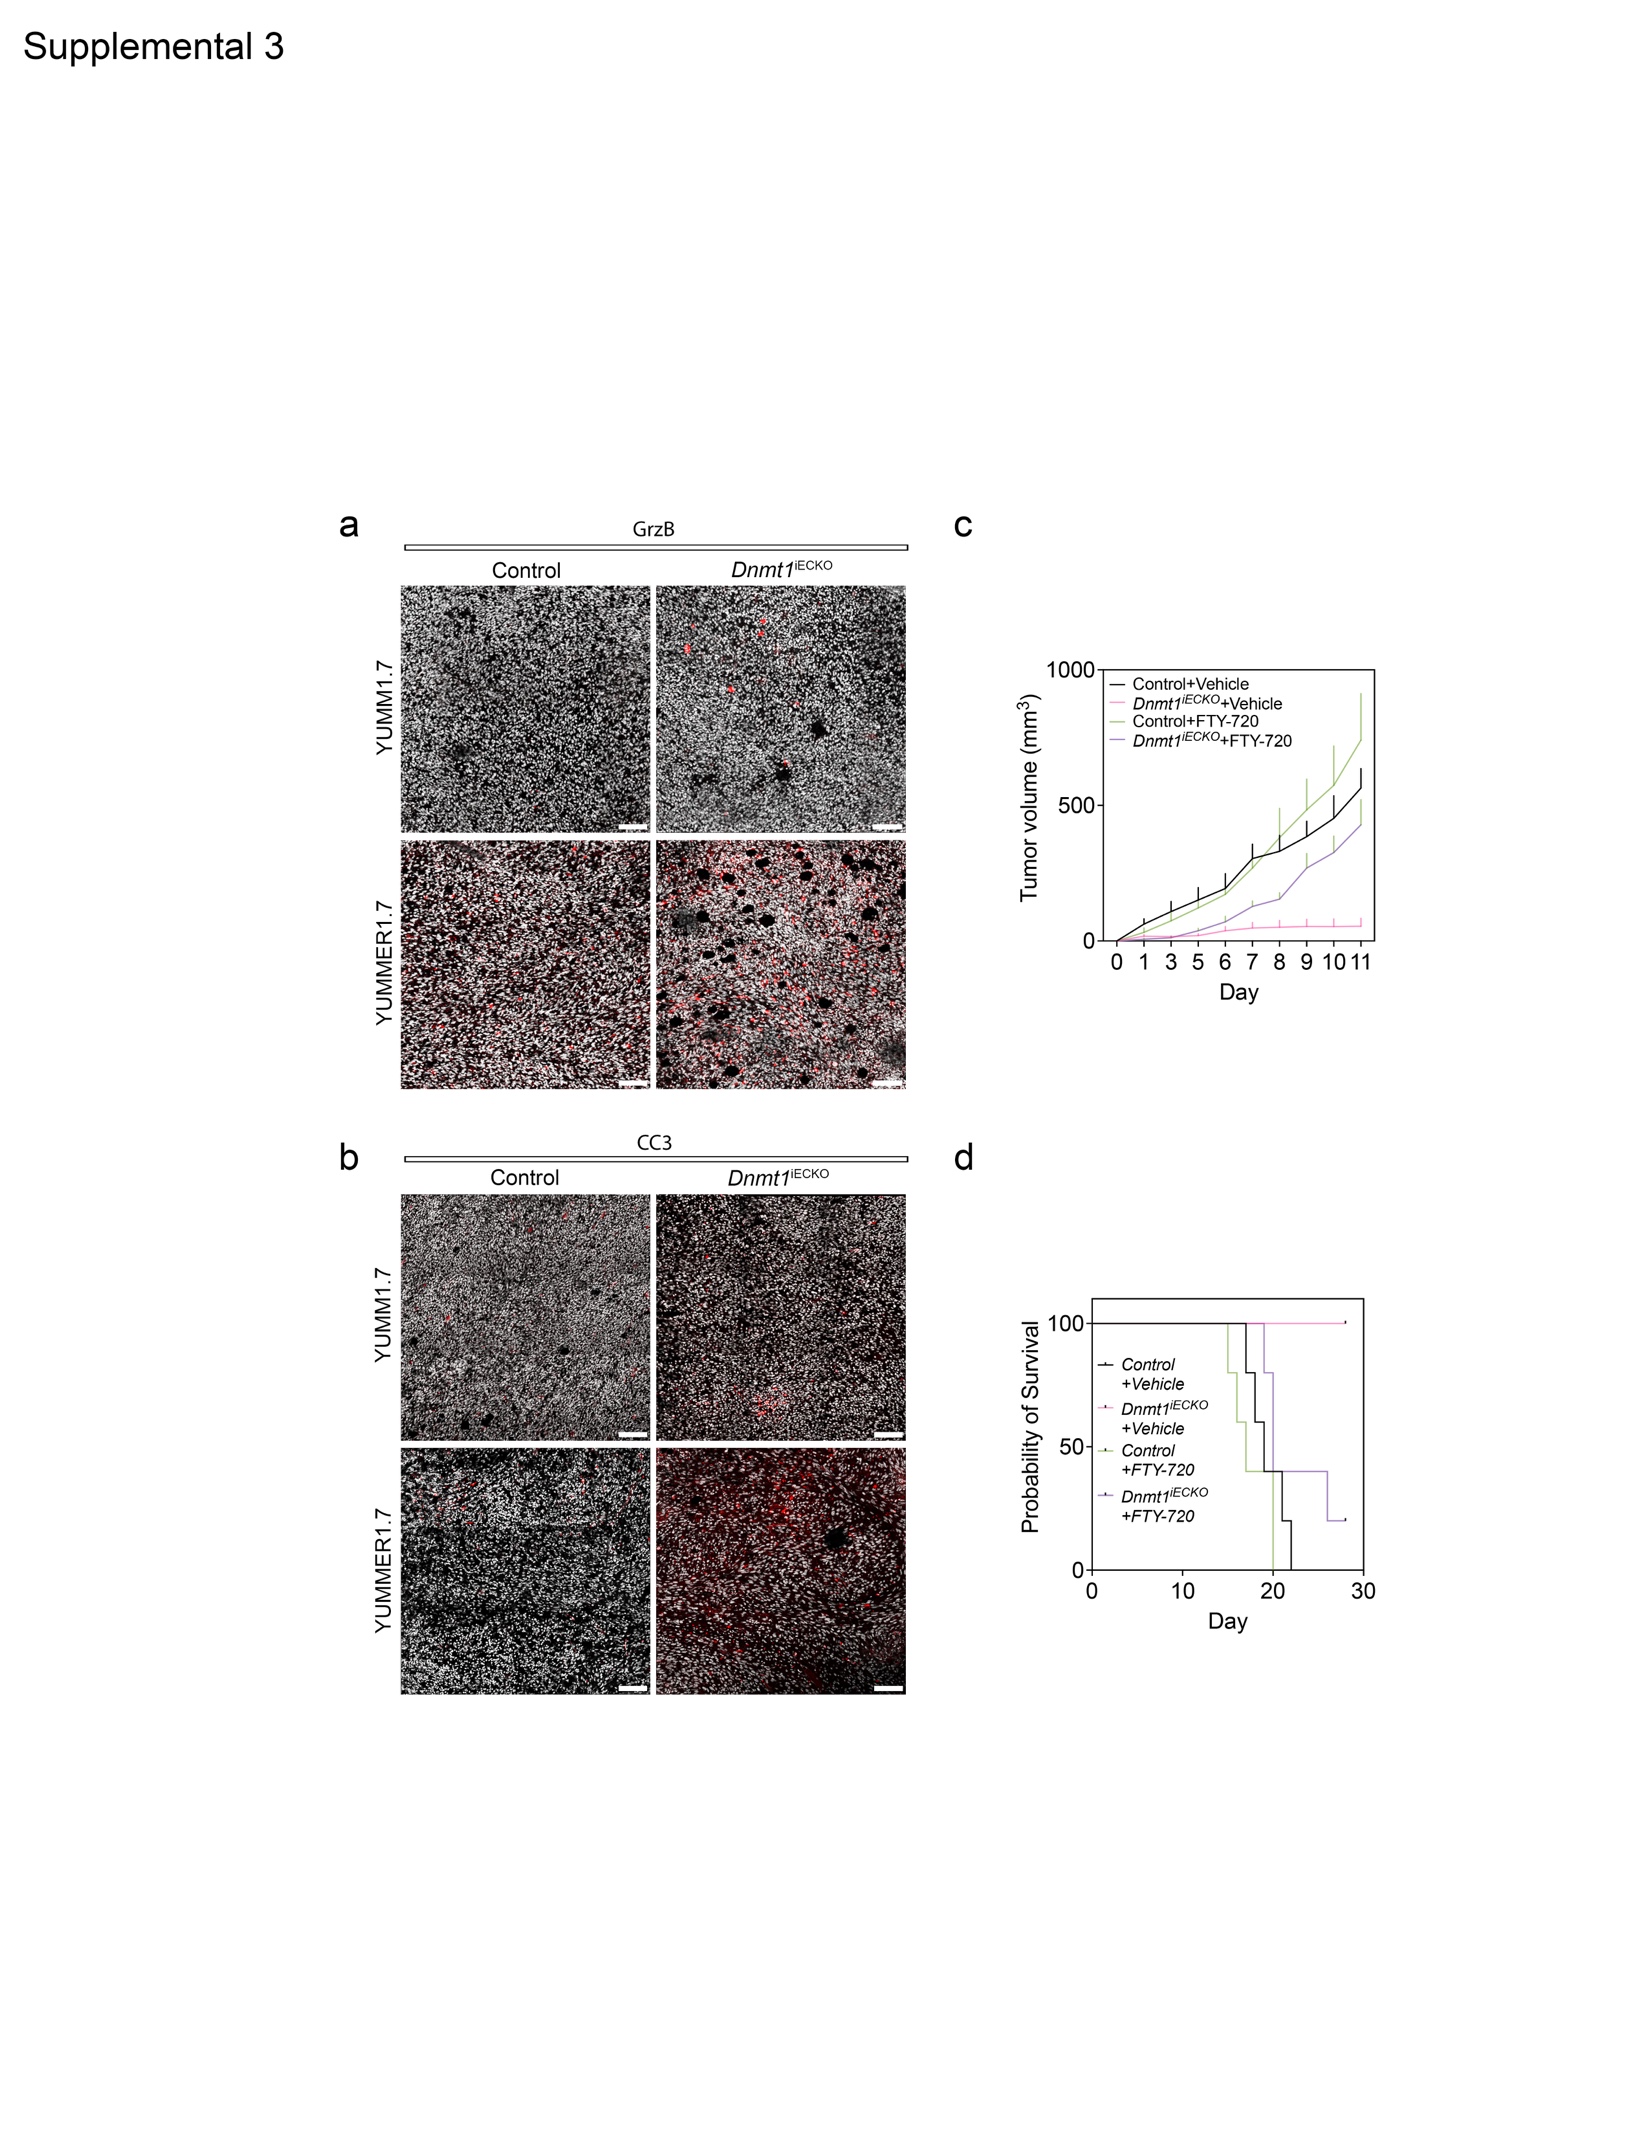

**Supplementary figure 3. GrzB^+^ and cleaved caspase 3 (CC3^+^) cells are increased in YUMMER1.7 tumors in *Dnmt1*^iECKO^ mice.**

(a,b) Representative immunofluorescence images of tumor sections stained for GrzB or CC3 (both shown in red) and counterstained with DAPI (grey). Scale bar = 200 μm. (c,d) Growth and overall survival of control versus *Dnmt1*^iECKO^ mice bearing YUMMER1.7 tumors and treated with FTY720.

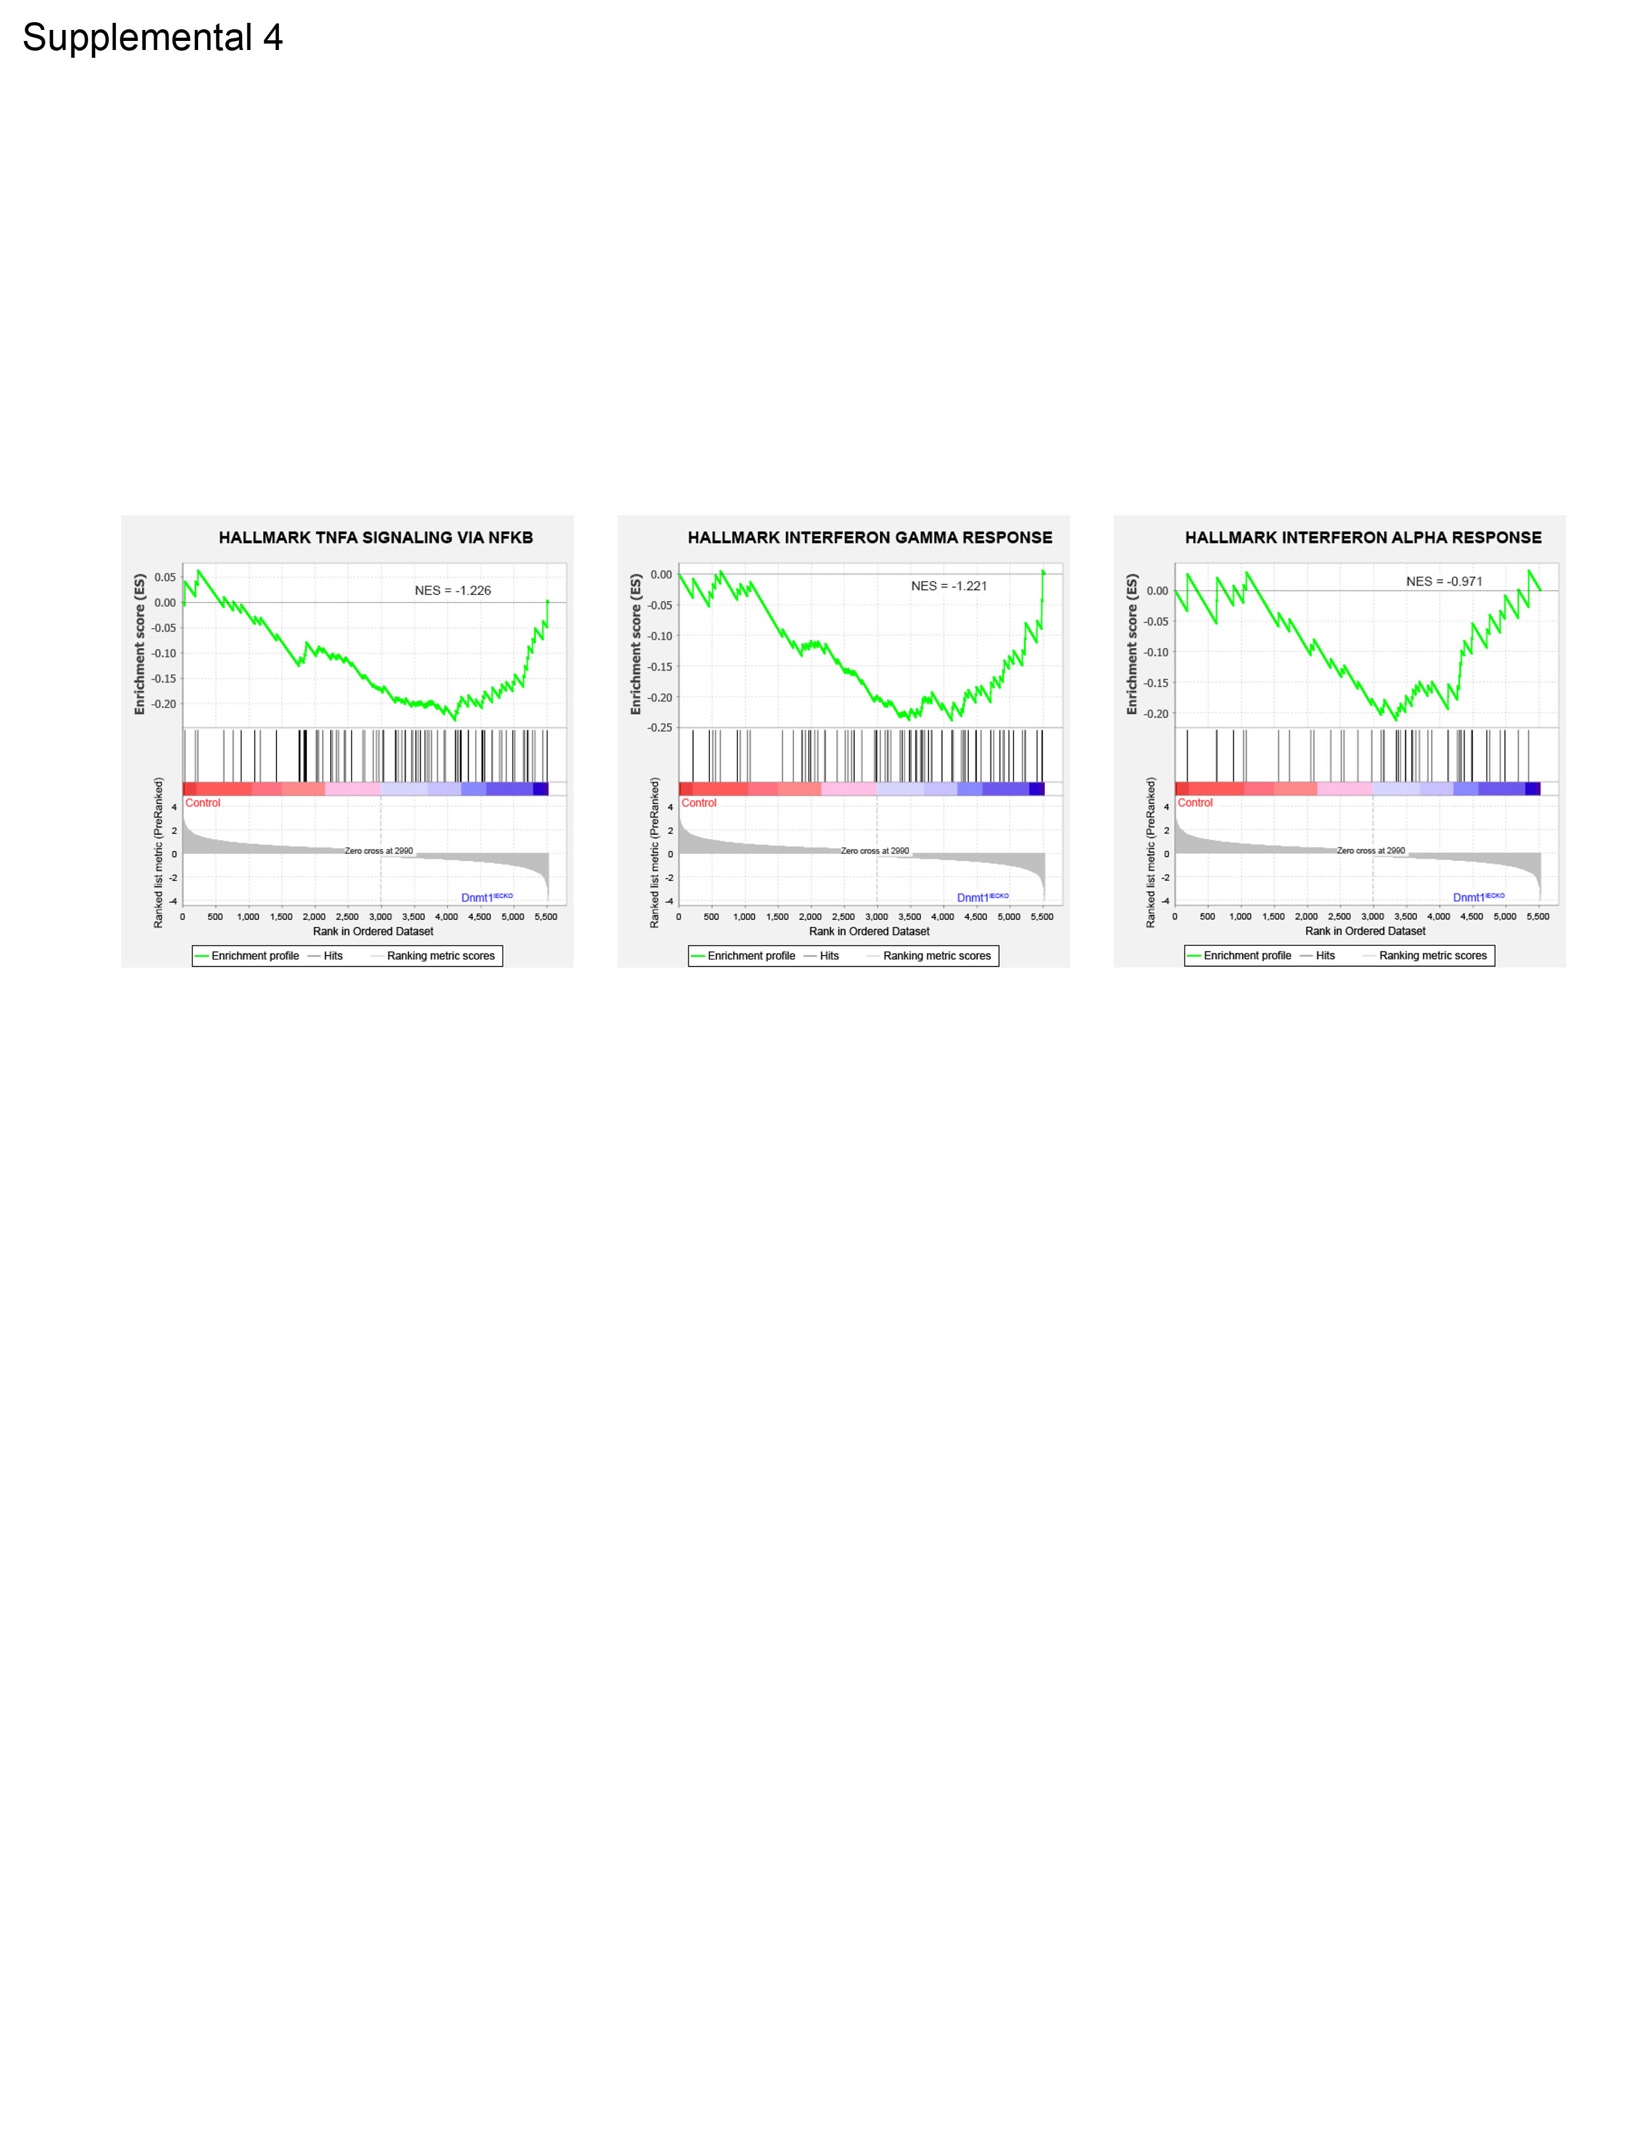

**Supplementary figure 4. Enrichment scores in control versus *Dnmt1*^iECKO^ TECs.** The plots showing trending ES for Hallmark TNFα, IFNγ, and IFNα response genes.

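Medians of the response lists inside TEC classes were mixed in sign. In post-capillary venule-like TECs the median log2 ratio was 0.14 for IFNγ (percentile 99.96), −0.12 for type I interferon (percentile 7.24) and −0.075 for TNFα (percentile 10.6). In vein-like TECs these medians were −0.10 (percentile 4.15), −0.29 (percentile 0, with 2 of 35 genes higher in the *Dnmt1* iECKO library) and 0.18 (percentile 100). Aerocyte-like TECs had 0.17, −0.10 and 0.12, and general capillary-like TECs 0.087, 0.069 and 0.18. The type I interferon median was highest in lymphatic-like TECs, at 0.49 with 21 of 25 genes higher, followed by artery-like TECs, at 0.26 (percentile 99.99), and tumor capillary-like TECs, at 0.13 (percentile 99.94). In proliferating-like TECs it was −0.23 (percentile 0). The TNFα median in artery-like TECs was 0.43. The lists count UMIs summed per library and are not enrichment scores, so their values are on another scale than the plots.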

How the deposited data were processed for this re-analysis (not part of the article)

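The values deposited by the authors are UMI counts per gene and cell for 1 control and 1 *Dnmt1* iECKO library, made with Cell Ranger 9.0.1 on the mm10 reference, with cells called by that software and no normalization. The tumors of 3 mice were pooled for each library. Of the 32285 gene identifiers of the matrices, 32158 were found in the GENCODE annotation of GRCm38, from which positions and overlapping genes were taken. The bulk RNA-seq of cultured lung ECs and the public lung EC atlas were not among the data used.

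From these counts, cells with over 10% mitochondrial counts and cells with fewer than 500 detected genes were removed. Doublets were the highest Scrublet scores of each library at 0.4% per 1000 cells, computed in scanpy 1.11.5, with the paper's DoubletFinder not available. Cells with any UMI of *Ptprc*, *Epcam*, *Cspg4* or *Myh11* were removed, and cells with at least 1 UMI of *Cdh5* or *Pecam1* were kept as TECs. Clusters were found in Seurat 5.3.0 under R 4.3.3 with log-normalization, 2000 variable genes, anchor integration, 30 components and a resolution of 0.5. All other values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

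A cluster was named when at least 3 markers of a class were detected in at least 10% of its cells with a log2 fold of at least 1 over the other cells, after adding 10 CPM to both, and a marker of the class was among the 10 leading genes detected in at least 25% of its cells. The marker lists were fixed before the data were examined, and these thresholds were set after the clusters had been looked at. Classes defined by markers take cells with at least 3 of the class's markers after thinning to 2000 UMIs per cell. Before any exclusion, all cells that passed the quality filters were also clustered, and clusters with *Ptprc* in over 50% of cells are called immune-like. Expression values of immune-like clusters leave out those led by *Rag1* or by *Hist1h1a* and *Dntt*, while the share of immune-like cells includes them.

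Counts were summed over the cells of a library or class and given as CPM, with exact Poisson 95% intervals, and the interval of a ratio is the exact one conditional on the sum of both counts. Shares have exact Clopper-Pearson 95% intervals. With 1 library per condition, no test, no p-value and no count of changed genes is given, and the paper's Fisher tests and GSEA were not repeated. The median log2 ratio of a gene list is given over its genes with at least 100 UMIs in both libraries together (20 within a class), with its percentile among 10000 random lists of the same size drawn from 20 bins of mean expression. The fixed lists hold 38 genes of the type I interferon response, 42 of the IFNγ response, 41 of the TNFα response, 13 of the response to tissue dissociation, 25 methylation-silenced germline genes, 7 each of lung and skin epithelium and 4 Y-linked genes. A list of 5 thymocyte genes was added after seeing the data. The lists were written for this purpose and are not the Hallmark sets.

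The genes named in the text are those the paper names for these cells, and the 5 with the highest and the 5 with the lowest log2 ratio over all TECs among genes with at least 100 UMIs that change the same way in each of the 2 largest named classes. Some results, among them 1 gene that this rule covers, are withheld and not reported. Genes outside this rule are said to have been chosen after their values were seen. Of 12980 genes with that minimum, 6157 changed the same way in both classes. The median log2 ratio of all 12980 was −0.010, and median-of-ratios size factors shifted every ratio by −0.024.

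Alternatives set before the data were examined were other minima of detected genes (200, 1000, 2000 and 9000), no doublet removal, doublets at 0.8% per 1000 cells, no exclusion by single UMIs with clusters of other cell types left out instead, UMIs of both *Cdh5* and *Pecam1*, a mitochondrial limit of 5%, resolutions of 0.3 and 1.0, libraries merged without integration, variable genes without the interferon genes, classes by markers, size factors, the mean of CPM over single cells, the class composition of the control library, genes with at least 10 UMIs, and lists without dissociation genes. Resolutions of 2.0 and 3.0, variable genes without vein and venule markers, and settings without clusters that had under 50% of the *Cdh5* CPM of all kept cells were added after seeing the data.

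The same calculation was run on summed counts drawn from Poisson distributions at the pooled gene levels of the TECs of both libraries. Of 200 genes given known changes among 13003 with the minimum count, 196 were tested, 100% had the right sign and 94.9% of the intervals held the true value. A list of 40 genes shifted by 0.5 gave a median of 0.52 at percentile 100, and an unshifted list gave −0.008 at percentile 25.8. Intervals of shares held the true share in 94.8% of binomial draws. The intervals assume the same distributions that were drawn from, so coverage near 95% follows from the set-up. The draws hold no variation between cells, mice or libraries, so they check the calculation only and not the intervals for these data.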

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

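The tests on epithelial-like cells, on *Gdpd3*, on *Mnd1* and on *Cd8b1* were chosen only after the results had been seen.

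Immune-like cells were a larger part of the *Dnmt1* iECKO library, in cells that the paper removed before its comparison. In the clusters of all cells that passed the quality filters, clusters with *Ptprc* in most cells held 15.7% (14.9 to 16.5) of control cells and 55.1% (54.0 to 56.2) of *Dnmt1* iECKO cells, although the cells had been sorted as CD45-negative. Free RNA from few immune cells would not be limited to some clusters, and the other clusters had a *Ptprc* UMI in 7.02% of *Dnmt1* iECKO cells. In every immune-like cluster at least 93.8% of cells of both libraries together had one. This argues against free RNA as the only source. A sort that let more of every unwanted type pass would raise all of them alike per endothelial-like cell. Immune-like cells per endothelial-like cell had a log2 ratio of 3.03 (2.93 to 3.12), while epithelial-like cells led by *Sftpc* had 0.17 (−0.28 to 0.61) and smooth muscle-like cells led by *Myh11* had 0.24 (−0.035 to 0.52), which argues against it as the whole cause. Other types rose too, such as fibroblast-like cells led by *Dcn*, at 2.62 (2.00 to 3.26), and cells led by *Hmga2*, at 1.87, so a part of it stays open. Many immune-like clusters rose as shares of all cells, with ratios of 1.69 for the cluster led by *Ctla4*, 1.69 for *Aif1*, 1.80 for *Bank1*, 2.24 for *Lef1* and 2.33 for *S100a9*. A CD45 gate that differed between the sorts and a larger number of immune cells in *Dnmt1* iECKO tumors both stay open, and with 1 sort per condition neither was tested.

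Clusters led by *Rag1* or by *Hist1h1a* and *Dntt* appeared in the *Dnmt1* iECKO library, in cells the paper removed. They held 265 of 7798 *Dnmt1* iECKO cells, or 3.40% (3.01 to 3.82), and 0 of 7710 control cells, which allows a share of up to 0.0478%. The cells may be immature T cells: *Cd8b1* reached 468 CPM in them, against 96.2 CPM in the other immune-like clusters of the same library, and of the thymocyte list *Cd4* had 234, *Cd8a* 306, *Ptcra* 33.0 and *Rag2* 20.8 CPM, with *Rag1* at 451 and *Cd3e* at 416. Whether thymus tissue was taken along with the tumors of the *Dnmt1* iECKO mice, or such cells had another origin, was not tested, and no biological explanation was tested. The clusters are part of the 55.1% above.

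*Gdpd3* (ENSMUSG00000030703, chromosome 7 of GRCm38, 126766334 to 126775649), which the paper does not discuss, had the highest ratio among the genes that the naming rule covers. It rose from 355 to 3596 UMIs, or from 6.48 to 142 CPM, a log2 ratio of 4.45 (4.29 to 4.61), with UMIs in 311 control and 1091 *Dnmt1* iECKO TECs. The difference is not one of TECs: in immune-like clusters other than those led by *Rag1* or *Dntt* it rose from 5.57 to 160 CPM, a ratio of 4.84 (4.58 to 5.12), while *Dnmt1* differed by 0.0073 there. Cells led by *Hmga2*, which carry Y-linked RNA that the immune cells lack, had 0.870 CPM of *Gdpd3* in the control and 3.19 CPM in the *Dnmt1* iECKO library, and how much of that is free RNA was not tested. A genetic difference between the host mice of the groups is a candidate explanation, since it would show in every host cell and not in cells of another origin. The labels give the control genotype only as C57BL/6, whereas the paper's controls carry transgenes on that background, and the files do not show which mice were used. The size of the ratio still varied between named classes, from 5.73 in aerocyte-like to 1.39 in vein-like TECs. In the unnamed cluster led by *Hmcn1*, 24 and 17 UMIs gave 0.86 (−0.13 to 1.82), so no rise was detectable there. The clusters led by *Ifit1*, *Inmt* and *Fabp4* had 4.68, 4.82 and 7.52, and that led by *AY036118* went from 0 to 163 UMIs. The annotation places *Gm9967* on the opposite strand, and reads from it were not separated. An effect of the deletion in ECs on immune cells was not tested.

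*Mnd1* (ENSMUSG00000033752, chromosome 3 of GRCm38, 84087933 to 84155786) rose from 86 to 291 UMIs, a log2 ratio of 2.87 (2.52 to 3.23), and is not discussed in the paper. The UMIs stood in 74 control and 76 *Dnmt1* iECKO TECs, and the most in 1 cell were 5 and 29. In tumor capillary-like TECs 2 and 76 UMIs came from 2 and 12 cells, and in vein-like TECs 1 and 51 UMIs came from 1 and 7 cells. Other cells of the libraries did not show a difference of this size: immune-like clusters had a ratio of 0.67 (−0.10 to 1.52). A higher sequencing depth in the *Dnmt1* iECKO library would not give it either, since the median UMIs per TEC were 9545 and 9707. High counts in few cells could come from derepression in single cells after loss of *Dnmt1*, which stays a hypothesis found and examined on the same data.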

How the results depend on the processing

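The resolutions of 2.0 and 3.0, the clustering without vein and venule markers and the settings that leave out clusters low in *Cdh5* were chosen only after the results had been seen. No paired analysis was possible because each condition has 1 library. Leaving out a replicate is not possible for the same reason.

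A result is said here to have stayed when its value lay inside the 95% interval of the main value, with the same direction where that interval excludes 0. Settings that left a value exactly as it was test nothing and are not counted, such as the minimum of 200 detected genes for classes defined in cells of at least 2000 UMIs, and the minimum of 10 UMIs for the lists. The vein-like share stayed in all 17 settings tried, at 0.87 to 1.33, the interferon-like share in 13, at −0.26 to −0.10, and the *Dnmt1* ratio in 11, at −0.98 to −0.82. The post-capillary venule-like share stayed in 9, at 1.99 to 2.31. The *Cdh5* ratio stayed in 4 settings and the *Pecam1* ratio in 5, since their intervals are narrow. Of the lists, the IFNγ median stayed in 10 settings, the type I interferon median in 11 and the TNFα median in 9. *Tnfsf4* stayed in 12, at −0.50 to 2.20, which shows only that its 3 and 1 UMIs fix no value. Over all TECs, *Icosl* and *Cd40* each stayed in 11. In vein-like cells *Cxcl9* stayed in 12 settings, *Vcam1* in 8, *Cd40* in 13 and *Cd274* in 11. In post-capillary venule-like cells *Cxcl9*, *Vcam1* and *Cd274* stayed in 4 settings each and *Cd40* in 5, and in interferon-like cells *Cxcl9* and *Vcam1* stayed in 5, *Cd40* in 8 and *Cd274* in 9.

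The minimum of 9000 detected genes left 1 TEC in each library, by its own construction, and gave no other value. Keeping cells with single UMIs of the excluded markers changed the sign of the *Dnmt1* ratio, to 0.31, and of the IFNγ median, to −0.095. It moved *Cdh5* to −0.38, *Pecam1* to −0.40, *Cd40* to −0.40, the type I interferon median to −0.33 and the TNFα median to 0.0066. In post-capillary venule-like cells it moved *Cxcl9* to 0.71 and *Cd274* to 0.23, and in interferon-like cells it moved *Cxcl9* to 1.31 and *Vcam1* to 1.00. With clusters low in *Cdh5* left out of that setting as well, *Dnmt1* was at −0.93 and the IFNγ median at 0.10, so these sign changes came from those clusters, while *Cdh5* was at −0.031, *Pecam1* at −0.080, *Icosl* at 1.30 and the TNFα median at 0.30. Leaving out the same clusters from the main TECs moved *Cdh5* to −0.048, *Pecam1* to −0.073 and the IFNγ median to 0.11.

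The mean of CPM over single cells moved *Dnmt1* to −1.07, *Cdh5* to −0.048, *Icosl* to 1.33, *Cd40* to −0.031 and the IFNγ median to 0.062. Without doublet removal *Cdh5* was at −0.11 and *Pecam1* at −0.13. Doublets at 0.8% per 1000 cells moved *Cdh5* to −0.038, *Pecam1* to −0.064 and *Vcam1* in interferon-like cells to 0.58. Requiring both *Cdh5* and *Pecam1* moved these genes to −0.034 and −0.059, *Cxcl9* in interferon-like cells to 1.72 and the TNFα median to 0.21. Size factors moved *Cdh5* to −0.11 and *Pecam1* to −0.13. The class composition of the control library, applied to the named EC classes alone, changed the sign of *Cdh5*, to 0.053, and moved *Pecam1* to −0.0092. It moved the type I interferon median to −0.024 and the TNFα median to 0.18. This setting also leaves out the cells of all other clusters, so its shifts are not those of composition alone. Leaving out the dissociation genes moved the TNFα median to 0.21. The causes of these shifts were not tested.

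Interferon-like cells taken as clusters in place of markers gave other values. Without the exclusion by single UMIs and with clusters low in *Cdh5* left out, the sign of their share changed, to 0.0042. At a resolution of 1.0 the sign changed for *Cxcl9*, to −1.15, and for *Vcam1*, to −0.031. At 2.0 it changed for *Cxcl9*, to −0.15, and for *Cd40*, to 0.0015, and *Vcam1* moved to 0.30 and *Cd274* to 0.56. At 3.0 it changed for *Cxcl9*, to −1.43, and for *Cd40*, to 0.10, and *Vcam1* moved to 0.037. At 3.0 the post-capillary venule-like cluster also moved its share to 1.11 and *Vcam1* to 0.53, and the sign of *Cd274* in the smaller vein-like cluster changed, to −0.97. The cause was not tested.

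The resolution of 0.3 and the merge without integration gave no value for post-capillary venule-like or interferon-like clusters, since no cluster took these names, and neither did a resolution of 1.0 for post-capillary venules. Clustering without the interferon genes gave no interferon-like cluster either. *Tnfsf4* had no value where a library had 0 UMIs. Depth limits the post-capillary venule-like class, with 30 and 57 cells, the tip-like cells and *Tnfsf4*.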

Differences from the paper's values

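The clusters at resolutions of 2.0 and 3.0 and the settings without clusters low in *Cdh5* were chosen only after the results had been seen. For post-capillary venules, the fold of the share in *Dnmt1* iECKO over control TECs was 4.50, while the paper's value is about 2. Of the alternatives set before the data were examined, none came within 1.5 times the paper's value, at 3.97 to 4.96. The cluster that took this name at a resolution of 3.0, chosen after seeing the values, gave a fold of 2.17 and so reaches the paper's value.

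For interferon-stimulated ECs, the fold of the share was 0.864, while the paper's value is about 1.5. None of the alternatives set before the data were examined came within 1.5 times of it, at 0.835 to 0.932. Clusters at resolutions of 2.0 and 3.0, chosen after seeing the values, gave 0.894 and 0.931. The cluster that took the name without the exclusion by single UMIs and with clusters low in *Cdh5* left out, a setting chosen after seeing the values, gave a fold of 1.00, which lies just within 1.5 times the paper's value but shows no rise. The cluster led by *Ubd*, *Cxcl9* and *Ido1*, which the fixed markers named tumor capillary-like, had a fold of 1.39 (1.09 to 1.76), near the paper's value. In the same clustering, the unnamed cluster led by *Ifit1*, a gene of the type I interferon list, went the other way. It held 20.2% of control and 17.3% of *Dnmt1* iECKO TECs, a fold of 0.856 (0.756 to 0.967). These clusters were set beside the paper's class only after seeing the values. *Cxcl9* was not among the interferon markers since it is an outcome. Whether the paper's IFN ECs hold the cells of either cluster was not tested.

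The paper's counts of TECs, 4977 control and 2075 *Dnmt1* iECKO cells, differ by less than 1.5 times from the values here under all settings other than a minimum of 9000 detected genes, which is the minimum that the methods print and which left 1 cell in each library.

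The paper states that *Cd40* is modestly higher in IFN ECs and PCV ECs of *Dnmt1* iECKO mice. Here its log2 ratio was −0.26 (−0.48 to −0.047) in interferon-like and −0.29 (−1.09 to 0.54) in post-capillary venule-like TECs, the latter within counting error. The clusters named interferon-like at resolutions of 2.0 and 3.0, chosen after seeing the values, gave 0.0015 and 0.10. The paper describes *Vcam1* only as appearing higher in activated artery ECs. Here artery-like TECs, for which no separate activated class was defined, had a ratio of 0.012 (−0.12 to 0.14) in CPM. Its share of artery-like cells with a UMI went up, from 61.4% to 76.8%, but the intervals of the shares after thinning overlapped. The paper describes rising trends of the IFNα, IFNγ and TNFα pathways. The type I interferon list had a median of −0.070 here, below 0 in all settings that were run over all TECs.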

Other observations

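The tests on *Dnmt1* and the germline list in immune-like clusters, on *Ddx3y*, and the genes named for single classes were chosen only after the results had been seen. The tests of the vein-like share, of the median of the germline list, of immune markers in TECs and of class II genes were not.

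The vein-like share was higher in the *Dnmt1* iECKO library. The exclusion of cells by single UMIs removed 9.30% of control and 14.0% of *Dnmt1* iECKO vein-like cells. It removed 10.4% and 19.9% of all cells in the endothelial clusters found without it. In the *Dnmt1* iECKO library it removed 18.9% of aerocyte-like, 13.2% of tumor capillary-like, 7.42% of general capillary-like and 5.33% of artery-like cells. The exclusion thus took a smaller part of vein-like cells than of the whole, but not than of general capillary-like or artery-like cells. As the whole cause it is argued against, since without it the log2 ratio of the share was 1.16. A difference in depth per cell is argued against by the share of cells with at least 3 vein markers after thinning, whose ratio was 0.87 (0.60 to 1.15). Higher expression of vein genes in cells of other classes stays open in part, since *Selp* was also higher outside the vein-like cluster, with a ratio of 1.90. A difference between the single sorts and an effect of the deletion on venous ECs both stay open.

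*Dnmt1* was lower in TECs of the *Dnmt1* iECKO library. A difference carried by every cell of that library is argued against by immune-like clusters other than those led by *Rag1* or *Dntt*. *Dnmt1* had 51.1 and 51.3 CPM there, a log2 ratio of 0.0073 (−0.092 to 0.11). Cells led by *Hmga2*, with 92.6 and 95.8 CPM, argue against it too. Epithelial-like cells are an exception, with 120 and 36 UMIs and a ratio of −0.97 (−1.55 to −0.42), and its cause was not tested. Recombination in TECs is the explanation the design names.

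Loss of DNA methylation could derepress germline genes, which was written down as a hypothesis before the values were seen. Of the fixed list, 1 gene had at least 100 UMIs, with a ratio of 0.11. Among the 8 genes with at least 10 UMIs, 7 were higher in *Dnmt1* iECKO TECs and the median log2 ratio was 1.96 (1.44 to 2.77), at percentile 100 of random lists whose own median was 0.23. The UMIs of the whole list were few, 200 and 206, or 3.65 and 8.12 CPM. *Dpep3* went from 1 to 24 UMIs, with a ratio of 5.70 (3.08 to 11.06), and *Ddx4* went down, from 39 to 10. In immune-like clusters of the same libraries the list summed to a ratio of 0.15 (0.020 to 0.28) and its median was 0.0018, so a difference carried by every cell would not give the value in TECs. Cells led by *Hmga2*, which the deletion does not target, are an exception: there the list rose from 7.74 to 13.6 CPM, a ratio of 0.81 (0.46 to 1.18), with 1 of 2 genes higher. With clusters low in *Cdh5* left out of the TECs, the median was 1.67. The values in TECs are consistent with loss of silencing, but the rise in cells led by *Hmga2* is not explained by it, and the counts are small and from 1 library per condition.

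The 7 immune markers other than *Ptprc*, summed, were higher in *Dnmt1* iECKO TECs, at 47.1 and 83.1 CPM, a log2 ratio of 0.82 (0.73 to 0.90). Free RNA from the larger immune share of the library could raise them, but it would do so in every class, and vein-like TECs had a ratio of −0.13 (−0.52 to 0.26), while aerocyte-like TECs had 0.87 and general capillary-like TECs 1.06. Free RNA as the only source of the sum is therefore argued against, and a part of it in other classes stays open. *Lyz2* gave 1817 of the 2583 control UMIs and 1397 of the 2108 *Dnmt1* iECKO UMIs of the sum. The other markers were not tested by class, so the value in vein-like TECs cannot speak for them. Class II genes from free immune RNA do not carry the IFNγ median either, which was 0.088 without them.

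Cells led by *Hmga2*, 124 control and 198 *Dnmt1* iECKO cells of all cells with a median of 85243 UMIs, may be cells of the injected tumor line. Of the Y-linked list, *Ddx3y* had 35.5 CPM in the control and 35.0 CPM in the *Dnmt1* iECKO library, *Uty* 23.0 and 24.2, *Kdm5d* 4.87 and 7.27, and *Eif2s3y* 1 and 0 UMIs. Immune-like clusters had 0.328 and 0.390 CPM of *Ddx3y*, and 582 and 617 CPM of *Xist*, against 4.87 and 4.46 in cells led by *Hmga2*. Among the melanoma markers *Mitf* had 28.0 and 33.3 CPM, which immune-like clusters exceeded, and *Mlana*, *Dct* and *Tyrp1* had 0 UMIs. A small cluster led by *Hmga2* was also among the TECs. In TECs *Ddx3y* had 49 control and 10 *Dnmt1* iECKO UMIs.

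Of the list of lung epithelium, 1 of 7 genes was higher in *Dnmt1* iECKO TECs and the median log2 ratio was −1.69 (percentile 0). Of the skin list only *Krt10* had at least 100 UMIs, with a ratio of 0.13. *Sftpc* had 81.6 and 17.3 CPM in TECs. No biological explanation was tested for these lists.

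The naming rule gave further genes. After *Gdpd3*, the highest log2 ratios over all TECs were 3.24 (2.60 to 3.92) for *Fcgr2b*, from 25 to 109 UMIs, 2.87 for *Mnd1* and 2.82 for *S100a9*. Both *Fcgr2b* and *S100a9* are abundant in immune-like clusters. There *Fcgr2b* had 189 CPM in the control and 193 CPM in the *Dnmt1* iECKO library, and *S100a9* had 470 and 1057 CPM. Of the 109 *Dnmt1* iECKO UMIs of *Fcgr2b*, 48 stood in 15 tumor capillary-like TECs, with up to 19 in 1 cell, and 2 in aerocyte-like TECs. These UMIs were thus not spread evenly over the classes. The lowest ratios were −3.29 for *Clec12b*, −2.71 for *Cda*, −2.59 for *Rorb*, −2.55 (−2.64 to −2.45) for *Cyp1a1* and −2.50 for *Gm20400*. Of the 740 control UMIs of *Rorb*, 410 stood in 1 cell and 448 in the small cluster led by *Hmga2*. *Cda* went from 152 to 0 UMIs in aerocyte-like TECs. Of the 147 control and 12 *Dnmt1* iECKO UMIs of *Gm20400*, 135 and 12 stood in the fibroblast-like cluster led by *Dcn*, so its ratio is not one of ECs. *Cyp1a1* fell from 223 to 38.1 CPM, and in immune-like clusters from 6.75 to 0.325 CPM. There *Cdh5* also fell, from 27.0 to 5.92 CPM.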
